# Functional *Pdgfra* fibroblast heterogeneity in normal and fibrotic mouse lung

**DOI:** 10.1172/jci.insight.164380

**Published:** 2023-11-22

**Authors:** Carol S. Trempus, Brian N. Papas, Maria I. Sifre, Carl D. Bortner, Erica Scappini, Charles J. Tucker, Xin Xu, Katina L. Johnson, Leesa J. Deterding, Jason G. Williams, Dylan J. Johnson, Jian-Liang Li, Deloris Sutton, Charan Ganta, Debabrata Mahapatra, Muhammad Arif, Abhishek Basu, Lenny Pommerolle, Resat Cinar, Anne K. Perl, Stavros Garantziotis

**Keywords:** Pulmonology, Fibrosis

## Abstract

Aberrant fibroblast function plays a key role in the pathogenesis of idiopathic pulmonary fibrosis, a devastating disease of unrelenting extracellular matrix deposition in response to lung injury. Platelet-derived growth factor α–positive (*Pdgfra*^+^) lipofibroblasts (LipoFBs) are essential for lung injury response and maintenance of a functional alveolar stem cell niche. Little is known about the effects of lung injury on LipoFB function. Here, we used single-cell RNA-Seq (scRNA-Seq) technology and *Pdgfra^GFP^* lineage tracing to generate a transcriptomic profile of *Pdgfra*^+^ fibroblasts in normal and injured mouse lungs 14 days after bleomycin exposure, generating 11 unique transcriptomic clusters that segregated according to treatment. While normal and injured LipoFBs shared a common gene signature, injured LipoFBs acquired fibrogenic pathway activity with an attenuation of lipogenic pathways. In a 3D organoid model, injured *Pdgfra*^+^ fibroblast–supported organoids were morphologically distinct from those cultured with normal fibroblasts, and scRNA-Seq analysis suggested distinct transcriptomic changes in alveolar epithelia supported by injured *Pdgfra*^+^ fibroblasts. In summary, while LipoFBs in injured lung have not migrated from their niche and retain their lipogenic identity, they acquire a potentially reversible fibrogenic profile, which may alter the kinetics of epithelial regeneration and potentially contribute to dysregulated repair, leading to fibrosis.

## Introduction

Idiopathic pulmonary fibrosis (IPF) is a devastating lung disease characterized by dysregulation of mesenchymal cells at sites of chronic epithelial injury, resulting in excessive extracellular matrix (ECM) deposition, aberrant remodeling, and loss of gas exchange regions of the lung, which often leads to respiratory failure and death 3–5 years from diagnosis (1–3).

Lung fibrosis results from a failure to maintain homeostasis in ECM turnover (4). The lungs are constantly exposed to the environment, and therefore subject to recurrent microscopic injury. Homeostasis requires maintenance of the normal structure of differentiated lung epithelium (i.e., regeneration of damaged alveoli) and orderly removal of provisional ECM. Lung fibroblasts (FBs) are a central mediator in these processes (5); hence, understanding their behavior and fate in lung injury is of paramount importance.

FBs expressing the gene encoding platelet-derived growth factor receptor α (*Pdgfra*^+^ FBs) are a versatile cell population with crucial roles in lung development and injury response and have therefore been called a “jack of all trades” cell population (6). For example, *Pdgfra*^+^ FBs are required for formation of secondary alveolar septa in mice, suggesting a central role in lung development (7, 8). Lipofibroblasts (LipoFBs, a subpopulation of *Pdgfra*^+^ FBs) are an indispensable constituent of the alveolar stem cell niche, where they are required for both alveolar homeostasis and epithelial regeneration after injury (9–12). LipoFBs can also give rise to myofibroblasts (MyoFBs) (13), contributing to both normal wound healing and to the pathological remodeling seen in fibrotic lungs. Because lung LipoFBs have essential roles in alveolar homeostasis, epithelial repair after injury, and fibrosis, it is imperative to understand the mechanisms determining the behavior of this population, and whether these mechanisms can be manipulated toward a less fibrotic, more homeostatic, phenotype.

In this study, we established transcriptomic single-cell RNA-Seq (scRNA-Seq) profiles for *Pdgfra*^+^ FBs in the naive state and after bleomycin-induced injury. We identified and characterized transcriptomic signatures defining normal and fibrotic LipoFBs, predicted key pathways regulating lipogenic and fibrogenic pathways in normal and fibrotic LipoFBs, and used 3D organoid culture to assess fibrotic LipoFB function in alveolar progenitor cell self-renewal and differentiation. Our data provide insights into fibrotic activation of LipoFBs after lung injury and identify possible targets for therapeutic intervention to ameliorate fibrosis.

## Results

### Identification of Pdgfra^+^ subpopulations in normal and fibrotic mouse lung.

Using the *Pdgfra^GFP^* reporter mouse, we undertook scRNA-Seq analysis and in silico modeling to investigate functional heterogeneity and response to injury within *Pdgfra*^+^ populations in normal and fibrotic lung. The experimental timeline and gating strategy for isolation and collection of live cells for scRNA-Seq are shown in Figure 1A and Supplemental Figure 1 (supplemental material available online with this article; https://doi.org/10.1172/jci.insight.164380DS1). Briefly, mice were dosed with bleomycin (2 U/kg) or PBS via oropharyngeal instillation, and lungs were collected on day 14 after exposure. Following enzymatic dissociation, GFP^+^ cells were isolated by FACS, and live cells were used for scRNA-Seq analysis. Localization of GFP*^+^* cells in normal and fibrotic lung was confirmed by immunofluorescence (Supplemental Figure 2). Masson’s trichrome staining of FFPE lungs from mice dosed with bleomycin or PBS confirmed collagen deposition and the development of a fibrotic response (Supplemental Figure 3). Quality control data are provided in Supplemental Table 1. 

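The single-dose experiment comprised 1 library of GFP+ lung cells per condition, each from 3 mice pooled 14 days after PBS or bleomycin. The sample labels give the bleomycin dose as 2 U/kg in the protocol, as the paper does, and as 4 U/kg in the treatment field. The authors deposited the unique molecular identifiers (UMIs) that Cell Ranger counted for each gene symbol and cell barcode, without normalization. The PBS library held 7201081 UMIs in 1060 barcodes, with a median of 6780.5 UMIs per barcode. The bleomycin library held 11869967 UMIs in 1015 barcodes, with a median of 10711 UMIs. All barcodes were clustered together with the Leiden algorithm at a resolution of 1, and the genes on the lists named in the text were left out of the clustering. Barcodes more than 3 scaled median absolute deviations above their cluster in mitochondrial or erythrocyte counts were removed, 53 from PBS and 106 from bleomycin, where the paper's methods name a mean absolute deviation. Clusters with marker genes of epithelial, endothelial, myeloid, T or B cells were also removed, 133 barcodes from PBS and 111 from bleomycin. The 874 PBS and 798 bleomycin FBs left were clustered again, and the clusters were lettered by size to keep them apart from the paper's numbers. A cluster took the name of a population, such as LipoFB-like, where at least 50% of that population's marker genes, and at least 3, had a log2 fold of 1 or more over the other clusters. FBs outside the MatrixFB-, MyoFB- and MEFB-like clusters are called remaining FBs, 755 from PBS and 543 from bleomycin. UMIs were summed over the cells of a group and given as CPM, and log2 ratios were taken after adding 1 CPM. Brackets give 95% intervals for counting error only (exact Poisson for CPM, exact Clopper-Pearson for shares, Poisson resampling for a median). Each condition had 1 library, so the spread between mice is unknown and no difference between conditions was tested. For a list of genes, the median log2 ratio is given with its percentile among 10000 random lists of genes of similar level, as a description of these libraries. The paper chose the LipoFB signature and the genes of injured LipoFBs on these same cells. Doublets were kept, since the Scrublet tool marked 18 PBS barcodes and 1 bleomycin barcode. RNA of FBs was also counted in barcodes of other cell types. Col1a1 stood at 426.7 CPM in PBS T cells (median 2073 UMIs), with 45 UMIs in 14.8% of the 27 cells, against 863.8 CPM in PBS FBs (median 6919 UMIs). FBs caught in the same droplets and free RNA were not told apart.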

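The single-dose FBs formed 9 clusters, which held between 13 and 450 cells. With the resolution raised to 2 there were 16 clusters, and with 0.5 there were 6.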

GFP^+^ FBs from normal and fibrotic lungs formed 11 unique transcriptomic clusters (Figure 1B; marker lists are available in Supplemental Table 2). The clusters separated in uniform manifold approximation and projection (UMAP) space (Figure 1C) and segregated according to treatment. 

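A cluster was counted as mostly of 1 library when that library, with both libraries weighted equally, gave more than 80% of its cells. This held for 6 of the 8 clusters with at least 20 cells (75.0% [34.9 to 96.8]), and for 70.0% to 85.7% of clusters under the alternatives. The clusters below this limit were the MatrixFB-like clusters E, with 67.6% from bleomycin, and G, with 79.0% from PBS. Since no condition had a second library, a difference between libraries apart from the treatment would divide the clusters in the same way.

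**Figure D1:**
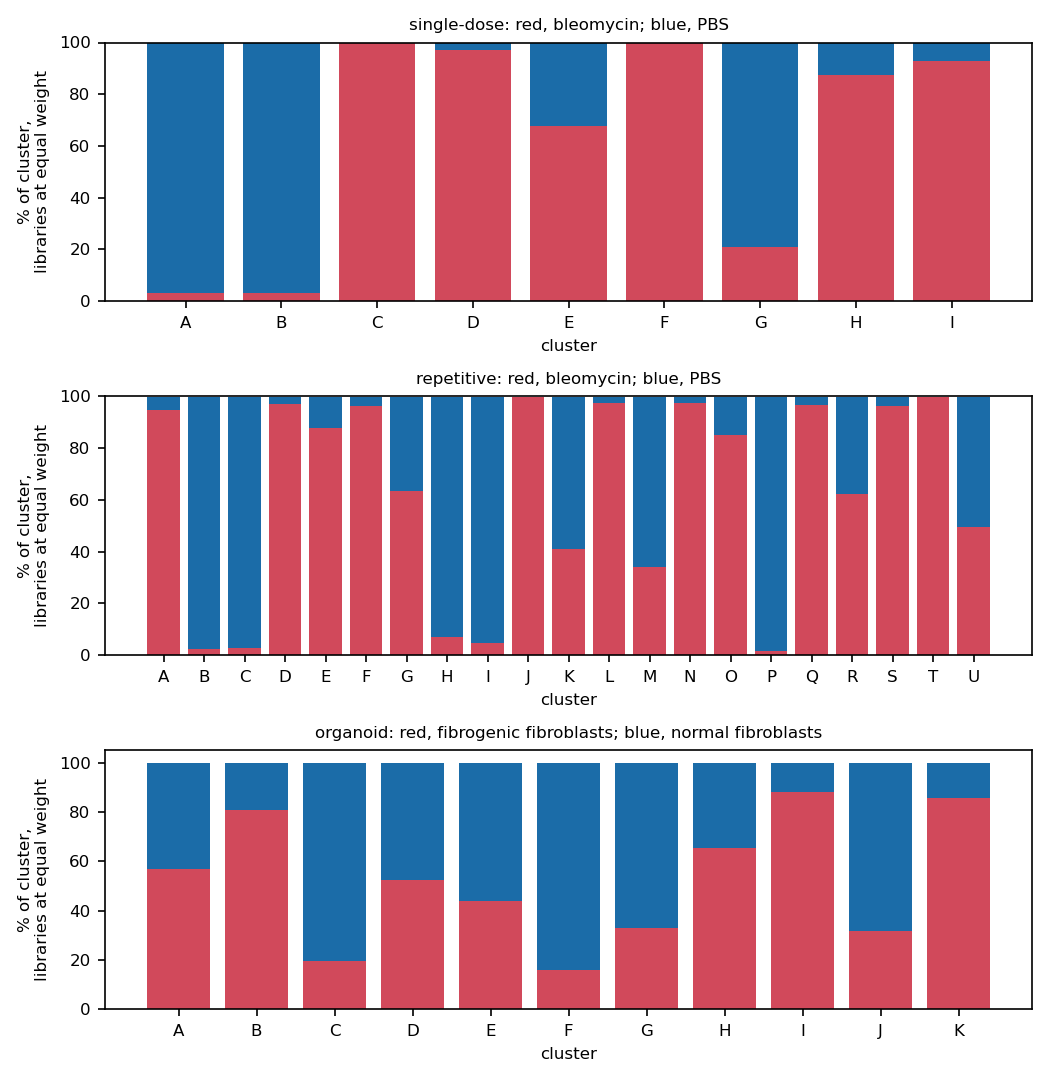
Share of each cluster (%, y axis) from the treated library (red) and the control library (blue), with both libraries weighted equally, for the clusters of each experiment, lettered by size (x axis). In the single-dose experiment, clusters A and B are almost all from PBS and clusters C, D and F almost all from bleomycin.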

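The largest clusters from PBS were the LipoFB-like cluster A, with 437 PBS and 13 bleomycin cells, and cluster B, with 306 PBS and 9 bleomycin cells. Cluster C held 261 bleomycin cells and 1 PBS cell, and cluster D held 241 bleomycin and 8 PBS cells. Cluster C had raised marker genes of the paper's cluster 7 and is called cluster-7-like, while clusters B and D met the rule for no named population. Cluster E held both, 154 bleomycin and 81 PBS cells.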

Clusters 0 through 3 derived predominantly from control lungs, clusters 4 and 5 contained cells from control and injured lungs, and clusters 6 through 11 contained cells from bleomycin-exposed lung (Supplemental Figure 4, A and B, cell proportions and number of cells, respectively).

*Pdgfra*^+^ FBs are a heterogeneous population (7, 14, 15), and known populations were identified using signature gene markers for matrix FBs (MatrixFBs), LipoFBs, MyoFBs, proliferating mesenchymal progenitors (PMPs), and mesothelial FBs (MEFBs) (Figure 1D). 

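The MatrixFB-like clusters E and G together made up 13.5% [11.3 to 15.9] of PBS FBs, or 118 cells, and 20.4% [17.7 to 23.4] of bleomycin FBs, or 163 cells. Col14a1, Dcn and Ly6a were among the marker genes that named these clusters. In cluster E they stood at 485.9, 8198 and 1363 CPM, and in the LipoFB-like cluster A at 5.89, 52.7 and 17.7 CPM.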

Clusters 4 and 5, which contain cells from control and injured lungs, represented MatrixFBs, also known as adventitial FBs or alveolar FB 2 (expressing *Col14a1*, *Dcn*, and *Ly6a*). LipoFB markers were predominantly found in normal lung clusters 0–3 and their expression was reduced in injured lung clusters 6–8, suggesting a significant attenuation of the transcriptomic signature of LipoFBs upon bleomycin-induced injury. 

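For the 8 LipoFB marker genes, the median log2 ratio of bleomycin over PBS in the remaining FBs was −1.53 [−1.58 to −1.48], below all matched random lists (percentile 0). All 8 genes were lower, from Igfbp3 at −5.03 to Plin2 at −0.21. Tcf21 stood at 676.4 CPM [654.1 to 699.3] in PBS and 271.0 CPM [258.8 to 283.7] in bleomycin. The alternative that moved the median most took all FBs in place of the remaining FBs and gave −1.83. Between clusters, the median log2 ratio of these genes in the cluster-7-like cluster C over the LipoFB-like cluster A was −2.98 [−3.07 to −2.89]. Cluster A was named for its raised LipoFB marker genes, so lower LipoFB markers in other clusters follow in part from that choice.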

Cluster 9 contains MyoFBs (*Spp1*, *Tagln*, and *Tgfb1*), cluster 10 MEFBs (*Clu*, *Wnt4*, and *Wt1*), and cluster 11 PMPs (*Mki67*, *Top2a*, and *Ube2s*) (14, 16, 17). 

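The MyoFB-like cluster F held 80 bleomycin cells, 10.0% [8.03 to 12.3] of the bleomycin FBs, and none of the 874 PBS FBs. Its median of 23169.5 UMIs per cell was the highest of the 9 clusters. Cluster F also held the cycling cells. Mki67 stood at 53.9 CPM there and at or below 1.08 CPM in each other cluster, Top2a stood at 64.2 CPM, and no separate PMP-like cluster formed. All 8 MyoFB and all 8 PMP markers were raised in cluster F, and it took the MyoFB name only by the order of the lists. Its share and its comparisons therefore include cycling cells. The MEFB-like cluster I had 12 bleomycin cells and 1 PBS cell.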

Further analysis focused on the unique LipoFB clusters derived from both PBS (clusters 0–3) and bleomycin (clusters 6–8), based on canonical markers such as *Plin2* (*Adrp*) (18) and *Tcf21* (19) (Figure 1D). We noted that clusters 1 and 2 are differentiated from cluster 0 by expression of AP-1 transcription factor genes (*Fos*, *Jun*, *Fosb*, and *Junb*), regulation of proliferation (*Btg2*, *Cyr61*, and *Id3*), and stress response genes (*Atf3*, *Dusp1*, *Gadd45b*, and *Ppp1r15a*) (Supplemental Figure 5). 

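In place of the paper's 4 PBS clusters, the PBS cells outside the MatrixFB-like clusters formed mainly clusters A and B. For the 11 AP-1 and stress genes, the median log2 ratio of cluster B over the LipoFB-like cluster A was 0.10 [0.06 to 0.17], at percentile 93.2 of random lists. Of the 11 genes, 8 were higher in cluster B, from Junb at 0.60, and 3 were lower, down to Cyr61 at −0.50. Between the libraries, the median over the remaining FBs was −1.53 [−1.59 to −1.47] for bleomycin over PBS (percentile 0). Fos fell from 2630 to 598.9 CPM and Atf3 from 243.5 to 38.8 CPM, while Id3 rose by 0.25 on the log2 scale. PBS clusters were further apart in these genes in the repetitive experiment, where clusters C and I stood 2.43 and 2.90 above the LipoFB-like cluster B.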

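Among stress and Tgfb response genes, Maff stood at 184.2 CPM in cluster B and 71.8 CPM in the LipoFB-like cluster A. Nr4a2 stood at 77.2 and 14.7 CPM, Klf4 at 239.3 and 55.2 CPM, and Bambi at 76.8 and 27.6 CPM in the same clusters.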

Cluster 2 was enriched for genes associated with cellular stress response (*Maff*, *Nr4a2*, and *Klf4*), and *Tgfb* response (*Bambi*), among others. Bleomycin-derived LipoFB cluster 6 was similar to cluster 0 for LipoFB marker expression (Supplemental Figure 5). 

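Cluster D was the bleomycin cluster with the highest levels of Tcf21, Col13a1, Hsd11b1 and Plin2, and was chosen by them. All but Tcf21 are also signature genes, so this choice favours a small difference of the signature from cluster A. Over the LipoFB-like cluster A, the 8 LipoFB markers had a median log2 ratio of −1.43 [−1.48 to −1.37] in cluster D, with 7 genes lower. Within PBS, cluster B had a median of −1.23 [−1.31 to −1.19] over cluster A, with all 8 genes lower. Cluster A had all 5 LipoFB naming markers raised, so lower LipoFB markers in clusters D and B follow in part from taking it as reference. Col13a1 was the exception in cluster D, at a log2 ratio of 0.08. Tcf21 stood at 430.5 CPM in cluster D and 1023 CPM in cluster A.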

Ultimately, based on the similarities between clusters 0 and 6, we view these as the canonical LipoFB clusters for naive and fibrotic lung, respectively.

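By cluster, Plin2 was highest in the PBS LipoFB-like cluster A, at 208.8 CPM, and in the bleomycin cluster D, at 188.0 CPM. It stood at 114.0 CPM in cluster H (22 cells), 92.3 CPM in cluster B, 75.9 CPM in the cluster-7-like cluster C and 60.9 CPM in the MyoFB-like cluster F. The lowest level was 31.7 CPM in the MatrixFB-like cluster E.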

Distribution of the canonical LipoFB gene *Plin2* across clusters showed highest expression in normal cluster 0 and fibrotic cluster 6. The LipoFB phenotype in naive and fibrotic lungs was validated by immunofluorescent staining for PLIN2 (also known as ADRP) (Figure 2, A–C). PLIN2 expression was localized in alveolar regions with GFP^+^ cells in normal (Figure 2A) and fibrotic (Figure 2B) lungs (arrowheads and inserts). Little PLIN2 expression was found in fibrotic regions of the lung (Figure 2C, inset), in agreement with the low level of gene expression in cluster 9. We also found that lipid droplets colocalized with PLIN2 in GFP^+^ FBs in PBS-exposed lungs and in alveolar regions of bleomycin-treated lungs (Figure 2D; PBS top panel, bleomycin lower panel, arrows). 

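Tagln stood at 1191 CPM in the MyoFB-like cluster F. In the remaining FBs it stood at 122.4 CPM [113.0 to 132.4] in PBS and 392.1 CPM [377.3 to 407.2] in bleomycin.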

We evaluated expression of SMA22 (transgelin, TAGLN; Figure 2E), a canonical marker of MyoFB identified in our gene expression analysis (Figure 1D). As expected, SMA22 was expressed predominantly in smooth muscle cells in normal lung (Figure 2E; PBS, arrowheads), with little expression in alveolar regions (arrows), while there was increased expression in fibrotic lung (Figure 2E; bleomycin, arrows). In addition, while lipid droplets are strongly evident in SMA22-negative regions of normal and injured lung, there was a significant decrease in lipid droplet staining in SMA22-positive regions in fibrotic lung (Figure 2E; arrows, dotted circles). Taken together, these data support our gene clustering identification of LipoFB and MyoFB cell populations and suggest that clusters 0 and 6 reliably represent gene profiles of LipoFBs in normal and injured lungs.

### Identification of a common LipoFB gene signature between naive and fibrotic LipoFBs.

Next, we specifically asked the question whether there are genes that remain relatively unchanged between clusters 0 (naive canonical LipoFBs) and 6 (injured canonical LipoFBs) to identify a possible shared signature that can serve to maintain the LipoFB phenotype between normal and injured states. Using differential gene expression analysis on cluster data (Supplemental Table 2), we identified a unique transcriptomic signature of 22 upregulated genes shared between normal and injured LipoFBs (Figure 3, A and B). These included canonical LipoFB genes, e.g., *Plin2*, *Wnt2a*, and *Col13a1* (16, 17), 7 genes annotated to lipogenic functions, and 8 genes associated with FB signatures (Figure 3B). These genes were strongly downregulated in MyoFB-specific cluster 9 (Figure 3A). 

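For the 22 signature genes, the median log2 ratio of cluster D over the LipoFB-like cluster A was −0.12 [−0.16 to −0.01], at percentile 35.2 of random lists. Of these genes, 9 were higher in cluster D, up to Car2 at 0.52, and 13 were lower, down to Prkg2 at −1.16. In the PBS cluster B over cluster A the median was −0.75 [−0.85 to −0.64], with 21 of 22 genes lower. Col13a1 stood at 335.5 CPM in cluster A and 355.4 CPM in cluster D, and Wnt2, as the files name the gene, at 239.4 and 154.4 CPM. Over all remaining FBs, the median log2 ratio of bleomycin over PBS was −0.22 [−0.27 to −0.17], at percentile 4.24, with 18 of 22 genes lower.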

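In the MyoFB-like cluster F over the remaining bleomycin FBs, the signature had a median log2 ratio of −1.73 [−1.91 to −1.49] (percentile 0), and 21 of 22 genes were lower. Ces1d had the lowest ratio, at −3.04. Prkg2 was higher in cluster F, at 1.76. Against cluster D alone, the median was −2.12 [−2.27 to −1.92].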

As LipoFB and MyoFB signatures are mutually exclusive (16), these genes can therefore be defined as core genes of LipoFBs.

### Transitional gain of fibrogenic and loss of lipogenic function in injured lung FBs.

To understand how injury affects the response of *Pdgfra^+^* FBs to injury, we compared normal and injured LipoFBs and MyoFBs utilizing Ingenuity Pathway Analysis. Activation and transdifferentiation of *Pdgfra^+^* LipoFBs to MyoFBs after bleomycin-induced injury has been previously described (13). In our studies, cluster 9 was identified as MyoFBs, which represent the most activated FBs. We therefore used marker genes in cluster 9 to develop a “fibrogenic profile,” which included pathways such as hepatic fibrosis signaling, actin cytoskeleton signaling, *Tgfb* signaling, and inhibition of matrix metalloproteinases (Figure 4A). As expected, these pathways were downregulated in normal LipoFBs (cluster 0, Figure 4A). However, in injured LipoFBs (cluster 6, Figure 4A), there was upregulation of many of these pathways, including inhibition of matrix metalloproteases and G6 signaling pathways. These data suggest that bleomycin injury results in a spectrum of MyoFB-like activation in LipoFBs.

We identified a series of genes enriched in injured LipoFBs (cluster 6) that annotated to stress fiber formation, actin cytoskeleton, and ECM, including *Mfap4*, *Eln*, *Efemp2*, and *Adamtsl2* (Figure 4B). 

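For the 18 matrix genes of injured LipoFBs, the median log2 ratio of cluster D over the LipoFB-like cluster A was 1.48 [1.40 to 1.59], above all random lists (percentile 100). All 18 genes were higher, with Ltbp2 at 7.13 the highest ratio. Mfap4 stood at 2946 CPM in cluster A and 9338 CPM in cluster D, and Eln at 428.3 and 7536 CPM. Efemp2 stood at 128.9 and 320.7 CPM, and Adamtsl2 at 68.9 and 292.6 CPM. In the PBS cluster B over cluster A the median was 0.07 [−0.02 to 0.18]. In all remaining FBs, the median log2 ratio of bleomycin over PBS was 1.28 [1.21 to 1.32]. Most of these genes were lower in the MyoFB-like cluster F than in cluster D, with 16 of 18 lower and a median of −1.28 [−1.38 to −1.19].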

EFEMP2 (EGF-containing fibulin ECM protein 2), an ECM protein important for the formation of elastic fibers (20), is largely absent in normal alveolar regions (Figure 4C; PBS, upper panel, inset and arrowheads). However, immunofluorescence for EFEMP2 shows high expression in alveolar regions containing GFP^+^ FBs in fibrotic lung (Figure 4C; lower panel, bleomycin, inset and yellow arrowheads. White arrowheads point to areas of GFP expression in the absence of associated EFEMP2). 

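Lox stood at 191.5 CPM in the LipoFB-like cluster A and 481.3 CPM in cluster D.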

*Lox* (lysyl oxidase), which was also enriched in this group of genes (Figure 4B), has been shown to facilitate stress fiber formation in conjunction with *Efemp2* (21–23). 

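Of Car2, Hp and Sod2, which the paper groups as enzymes, Hp had the largest difference, from 66.7 CPM in cluster A to 1850 CPM in cluster D. Sod2 went from 98.0 to 278.6 CPM and Car2 from 275.8 to 396.1 CPM in the same clusters.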

Other enzymes in this group include *Car2*, *Hp*, and *Sod2,* the latter 2 of which have roles in regulating the effects of oxidative stress (24, 25).

Examining the lipogenic profile shows that in normal lung LipoFBs, the strongest annotation was to oxidative stress response, xenobiotic metabolism, and detoxification (Figure 4D). These pathways were downregulated in MyoFBs and were downregulated or largely not present in injured LipoFBs. These data suggest that LipoFBs in injured lung experience attenuation of the lipogenic phenotype while concomitantly acquiring characteristics of MyoFBs in fibrotic lung.

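The paper's pathway scores were not recomputed. A list of 16 xenobiotic and oxidative stress genes was chosen for this purpose and is not the paper's. Its median log2 ratio of bleomycin over PBS in the remaining FBs was −0.75 [−0.84 to −0.64] (percentile 0), and all 16 genes were lower. Gstm1 had the lowest ratio, at −2.66, and Ephx1 the highest, at −0.07. For cluster D over the LipoFB-like cluster A the median was −0.63 [−0.68 to −0.55], and for the MyoFB-like cluster F over cluster A it was −2.45 [−2.58 to −2.23]. For the PBS cluster B over cluster A it was −0.45 [−0.53 to −0.36].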

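From its profiles of pathways in normal LipoFBs, injured LipoFBs and MyoFBs, the paper proposes that injured LipoFBs lose part of the lipogenic phenotype and take on traits of MyoFBs.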

### Normal LipoFBs can attain regenerative or pathologic lineage trajectories after injury.

Pseudotime analysis with normal LipoFBs (cluster 0) as the point of origin, identified trajectories to both fibrotic LipoFBs (cluster 6) and MyoFBs (cluster 9) (Figure 5, A and C). Normal LipoFBs (cluster 0) can transition to LipoFBs from fibrotic lung (cluster 6) and loop back to normal (Figure 5A). Gene expression changes in this loop trajectory were associated with upregulation of wound response genes in the injured fibrotic LipoFBs (cluster 6), while the lipogenic signature remained largely unchanged (Figure 5B). These data suggest an injury-induced activation status with the potential to revert to normal as long as the lipogenic function is remained. Genes specifically activated in this wound-responsive LipoFB cluster are associated with ECM organization and wound healing (e.g., *Spon2*, *Vcam1*, *Emilin1*, *Adamtsl2*, *Mdk*, *Fbn1*, *Thbs1*, and *Tnc*) (Figure 5B). Upregulation of these genes suggest activation of a regenerative MatrixFB function.

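For these 8 wound response genes, the median log2 ratio of cluster D over the LipoFB-like cluster A was 1.80 [1.68 to 1.94] (percentile 100), and all 8 were higher. Tnc had the highest ratio, at 3.92, and Vcam1 the lowest, at 0.66. Mdk stood at 32.4 CPM in cluster A and 184.5 CPM in cluster D. Pseudotime was not recomputed. The cluster-7-like cluster C had a like increase over cluster A, with a median of 1.57 [1.46 to 1.68]. PBS clusters differed in these genes too, with 7 of 8 higher in cluster B over cluster A and a median of 0.71 [0.63 to 0.84] (percentile 100). In the repetitive experiment, the median over the LipoFB-like cluster B was 1.48 [1.40 to 1.56] in the PBS cluster I, and its interval in the bleomycin cluster F was 1.43 to 1.56, with all 8 higher in both.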

The second trajectory originated in normal LipoFBs (cluster 0) and progressed through injury-activated LipoFBs (cluster 7), to end in MyoFBs (cluster 9) (Figure 4C). 

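Along the order from the LipoFB-like cluster A through the cluster-7-like cluster C to the MyoFB-like cluster F, the 8 LipoFB markers fell at each step. Their median log2 ratio for cluster F over cluster A was −4.78 [−5.02 to −4.60]. The step from cluster A follows in part from the naming of that cluster by LipoFB marker genes. The median of the 22 signature genes over cluster A was −0.96 [−1.04 to −0.87] in cluster C and −2.26 [−2.41 to −2.11] in cluster F. Spp1 stood at 5.16 CPM in cluster A, 1646 CPM in cluster C and 16700 CPM in cluster F, and Cthrc1 at 0.37, 37.8 and 293.9 CPM. The 18 matrix genes of injured LipoFBs rose and then fell, with a median over cluster A of 1.16 [1.07 to 1.28] in cluster C and 0.26 [0.12 to 0.43] in cluster F.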

Gene expression changes in this directional trajectory show acquisition of fibrogenic genes and concomitant loss of lipogenic genes as the trajectory progresses from normal LipoFBs via transitional LipoFBs (cluster 7) to MyoFBs (cluster 9) (Figure 5D). Genes especially upregulated in the transitional LipoFBs are associated with integrin binding, ECM tensile strength, and TGF-β signaling (*Fbn1*, *Fstl1*, *Pmepa1*, and *Col3a1*), suggesting a response to increased TGF-β signaling. Thus, our analysis suggests a plasticity in the injury response of LipoFBs, which can assume genetic profiles supporting either homeostasis or fibrosis development.

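For Fbn1, Fstl1, Pmepa1 and Col3a1, the median log2 ratio of the cluster-7-like cluster C over cluster D was 0.59 [0.53 to 0.66], and all 4 were higher. Col3a1 stood at 676.1 CPM in the LipoFB-like cluster A, 3799 CPM in cluster D, 6539 CPM in cluster C and 3017 CPM in the MyoFB-like cluster F. In cluster F over cluster C the median was −0.12 [−0.19 to −0.06]. In the PBS cluster B over cluster A it was 1.18 [1.08 to 1.31].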

### Repetitive bleomycin exposure induces a transcriptomic profile similar to that of a single dose on day 14.

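Repetitive exposure was studied with 1 library of GFP+ cells per condition, each from 3 mice pooled, collected 14 days after the last of 3 weekly doses. The sample labels give bleomycin doses of 1, 1 and 0.5 U/kg. The authors deposited UMI counts per gene and barcode, without normalization. The PBS library held 64697147 UMIs in 6139 barcodes, with a median of 10178 UMIs per barcode. The bleomycin library held 68354458 UMIs in 10737 barcodes, with a median of 2478 UMIs, and 43.7% of its barcodes had fewer than 2000 UMIs, against 5.31% for PBS. The counts were processed as for the single dose. The filter on mitochondrial and erythrocyte counts removed 254 PBS and 921 bleomycin barcodes. Clusters of other cell types took out 519 PBS and 1766 bleomycin barcodes. These include clusters led by plasma cell genes (2 PBS and 256 bleomycin barcodes) and by neutrophil genes (34 and 73), under rules added after the clusters were seen. The FBs left were 5366 from PBS and 8050 from bleomycin, and clusters were lettered anew, so that a letter names a different cluster here than in the single-dose experiment. Remaining FBs numbered 4569 from PBS and 4762 from bleomycin, after the PMP-like cluster S (1 and 39 cells) and the smooth muscle-like cluster Q (2 and 93 cells) were set aside too. Setting cluster Q aside was not part of the design fixed before the files were opened. Each condition again had 1 library, with no replicate check and no test between conditions. Scrublet marked 2 PBS barcodes and no bleomycin barcode, too few for libraries of this size, so doublets were in effect not removed.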

To confirm that the transcriptomic profile described above is a generalized phenomenon in the fibrotic response, we subjected *Pdgfra^GFP^* mice to repetitive bleomycin exposure and conducted scRNA-Seq on GFP^+^ FBs 14 days after the last of 3 once-weekly doses of bleomycin or PBS (Supplemental Figure 6A). From this analysis, 25 clusters were found (Supplemental Figure 6B and Supplemental Table 3; quality control data available in Supplemental Table 1) and, as shown in the single-dose model (Figure 1C), the clusters exhibited a spatial distribution across PBS or bleomycin (Supplemental Figure 6, C and D). 

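The repetitive-exposure FBs formed 21 clusters. With both libraries weighted equally, 16 of the 21 (76.2% [52.8 to 91.8]) drew more than 80% of their cells from 1 library, and 66.7% to 80.0% did so under the alternatives. The largest, cluster A with 2023 bleomycin and 76 PBS cells, had a median of 1115 UMIs and met the rule for no named population. Its 10 leading genes hold no FB marker and include Igkc and Igha of plasma cells, Scgb1a1 and Sftpc of epithelial cells and Lyz2 of myeloid cells. Scgb1a1 stood at 114.1 CPM and Sftpc at 98.2 CPM there, beside Col1a1 at 2312 CPM and Pdgfra at 401.3 CPM. Cluster A supplies 2023 of the 4762 remaining bleomycin FBs, so values over these FBs include barcodes with RNA of other cell types. With the resolution at 2 there were 29 clusters, and with 0.5 there were 14.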

To identify known populations, we used the same signature genes as shown in Figure 1D to generate a dot plot to highlight normal (clusters 0–3 and 12) and injured LipoFBs (cluster 6), MyoFBs (cluster 18), and MatrixFBs (clusters 7, 8, and 15) (Supplemental Figure 7, A and B). In addition, PMP and MEFB populations were identified in clusters 16 and 25, respectively. 

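The LipoFB-like clusters of this experiment were B, with 1377 PBS and 49 bleomycin cells, and P, with 114 and 3. The MyoFB-like clusters were J, with 634 cells, all from bleomycin, and U, with 32 cells. MyoFB-like cells made up 0.24% [0.13 to 0.41] of PBS and 8.11% [7.52 to 8.73] of bleomycin FBs. MatrixFB-like cells, in clusters D, G, K, M and N, made up 14.2% [13.3 to 15.2] of PBS and 29.2% [28.2 to 30.2] of bleomycin FBs. The share in bleomycin includes cluster D, with 1013 bleomycin cells at a median of 1793 UMIs. Cluster E, with 914 bleomycin and 84 PBS cells, met the rule for cluster-7-like with 4 of 8 markers raised, but Saa3 and Lcn2, markers of the paper's cluster 6, were among its 10 leading genes and no marker of cluster 7 was. Cluster F, with 959 bleomycin and 24 PBS cells, was not named by the rule. The only cluster that the rule named for the paper's cluster 6 was cluster T, with 4 of 8 markers raised. It held 35 cells, all from bleomycin, at a median of 1330 UMIs. The median log2 ratio of the 8 LipoFB markers in the remaining FBs, bleomycin over PBS, was −1.22 [−1.24 to −1.19] (percentile 0). Cluster C, with 1356 PBS and 54 bleomycin cells, had raised marker genes of the paper's stressed LipoFBs. The median log2 ratio of the 11 AP-1 and stress genes over cluster B was 2.43 [2.41 to 2.48] in cluster C and 2.90 [2.85 to 2.93] in the PBS cluster I, with all 11 genes higher in both. It was 0.78 [0.58 to 0.84] in the PBS cluster H. In bleomycin clusters it was −0.05 [−0.16 to −0.01] in F, 0.04 [−0.08 to 0.25] in E, 2.21 [2.17 to 2.29] in L and 0.59 [0.56 to 0.67] in A, which genes of other cell types lead.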

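The PMP-like cluster S held 39 bleomycin cells and 1 PBS cell, with Mki67 at 579.6 CPM and Top2a at 846.5 CPM. The MEFB-like cluster O held 155 bleomycin and 18 PBS cells, 1.93% [1.64 to 2.25] and 0.34% [0.20 to 0.53] of FBs. Its bleomycin cells had a median of 2794 UMIs and its PBS cells 11541.5.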

The LipoFB signature gene set was retained in injured and normal LipoFBs, as shown in Figure 3, A and B, and Supplemental Figure 7C. These data demonstrate that bleomycin induces a core injury profile, generating a population of injured LipoFBs that contribute to the pathogenesis of fibrosis.

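For the 22 signature genes, the median log2 ratio over the LipoFB-like cluster B was 0.09 [0.05 to 0.12] in the bleomycin cluster F, at percentile 90.3. In other large bleomycin clusters of remaining FBs it was −1.23 [−1.29 to −1.17] in E and −0.88 [−0.95 to −0.85] in L (both percentile 0). The value of −0.83 [−0.89 to −0.75] in cluster A is not read as one of FBs alone, since genes of other cell types lead that cluster. PBS clusters were lower than cluster B as well, at −0.79 [−0.83 to −0.74] in H, −0.89 [−0.92 to −0.82] in I and −0.17 [−0.22 to −0.16] in C. Cluster F was picked out by its levels of Hsd11b1 and Ces1d, which are signature genes, so its value near 0 is no independent evidence that the signature is kept. Of the 22 genes, 12 were higher in cluster F and 10 lower, from Scarf2 at 0.70 to Prkg2 at −1.01. Over all remaining FBs, the ratio of bleomycin over PBS was −0.16 [−0.19 to −0.14], at percentile 11.6. In MyoFB-like cells over the remaining bleomycin FBs, all 22 genes were lower, with a median of −0.82 [−0.89 to −0.77]. The last value ranged from −1.47 to −0.66 under the alternatives.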

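Across the 9307 genes with at least 50 UMIs in each experiment, the log2 ratios of bleomycin over PBS in the remaining FBs had a Pearson correlation of 0.81 [0.81 to 0.82] and a Spearman correlation of 0.68 between the single-dose and repetitive experiments. Genes are not independent replicates. The direction was the same for 73.4% of them. In the repetitive experiment the 18 matrix genes had a median log2 ratio of 1.04 [1.00 to 1.07] (percentile 100), with 17 higher and Thbs1 lower at −0.22. The 16 xenobiotic and oxidative stress genes had a median of −0.47 [−0.50 to −0.44] (percentile 0.01), and the 11 AP-1 and stress genes −0.94 [−0.97 to −0.92] (percentile 0). Among genes on no list, those with the largest increases in both experiments were Chl1, Tnfsf8, Kif26b, Piezo2 and Csmd1. Chl1 had 0 UMIs in single-dose PBS and 414 in bleomycin, and 20 and 3169 UMIs in the repetitive libraries. Piezo2 had log2 ratios of 3.73 and 3.70. The largest decreases were in Colgalt2, Ppl, Rgcc, Gria1 and Mapt. Rgcc had log2 ratios of −2.17 and −2.11, and Mapt −2.16 and −2.01. From the repeated exposure, the paper concludes that bleomycin induces a core injury profile.

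**Figure D2:**
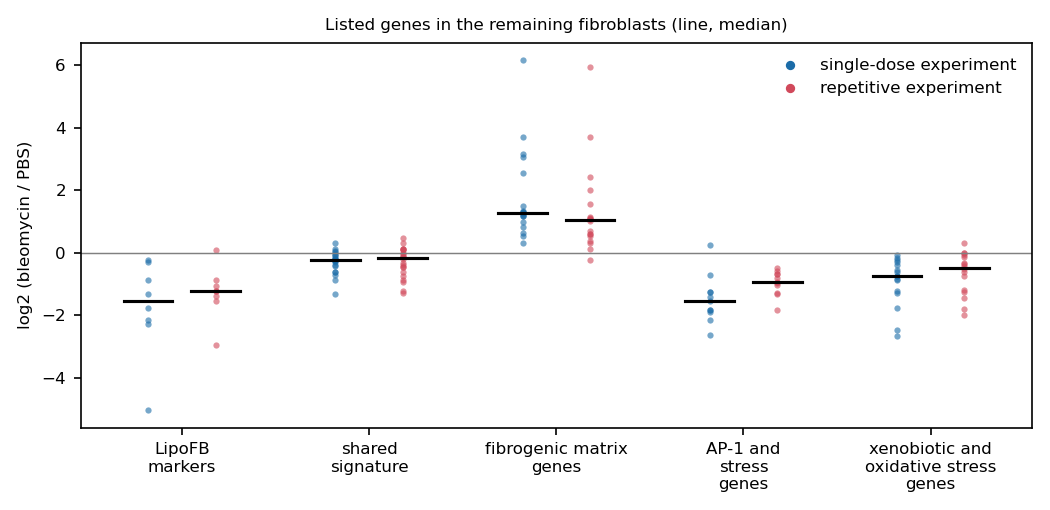
Log2 ratio of bleomycin over PBS (y axis) in the remaining FBs for each gene (points) of 5 lists (x axis), with the median of each list (bar), in the single-dose (blue) and repetitive (red) experiments. The medians of the matrix genes are above 0 and those of the other lists below 0 in both experiments.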

### Data mining mouse and human scRNA-Seq data sets reveals LipoFB populations associated with normal and fibrotic lung.

In addition to the repetitive bleomycin exposure analysis described above, we utilized published scRNA-Seq databases for both mouse (GSE129605, ref. 26; GSE132771, ref. 27) and human (GSE122960, ref. 28; GSE132771, ref. 27) to ask the question whether our data could be used to identify LipoFB populations in normal and fibrotic mouse and human lungs (Figure 6, A–D, and Supplemental Table 4). We utilized the top gene markers for MatrixFBs, LipoFBs, and MyoFBs (Figure 1D) to annotate the FB subset data, as described in Methods. Using this approach, we identified distinct MatrixFB, LipoFB, and MyoFB populations in both mouse data sets, with LipoFBs segregating between bleomycin and PBS treatment groups, in agreement with our findings (Figure 6, A and B). In the 2 human data sets (Figure 6, C and D), all 3 subpopulations were identified, but LipoFB populations were only found in normal human lung FBs, and not in FBs from end-stage IPF lungs. We also queried the same data sets shown in Figure 6, A–D with the shared LipoFB signature described above in Figure 3. As can be seen in Figure 6, E and F, the shared gene signature was similar between both control and bleomycin-treated mouse lung FBs, consistent with our findings in the *Pdgfra^GFP^* reporter mouse. The shared signature was also evident in normal human lung FBs (Figure 6, G–H), while expression was attenuated in IPF lung FBs, highlighting the overall loss of the LipoFB population in human IPF. This indicates that in the case of advanced fibrotic disease in humans, the LipoFB phenotype is lost or severely diminished below detection capability, most likely due to transdifferentiation into activated MyoFBs. This data mining strategy demonstrates that the transcriptomic signatures found in controlled and well-studied animal models can be used to identify similar populations in progressive and end-stage human disease data sets.

### Multiomics profiling demonstrates shared proteomic and transcriptomic patterns in normal and fibrotic Pdgfra^+^ FBs.

We next undertook experiments to integrate our transcriptomic data with proteomic data to determine whether the unique gene expression patterns in normal and injured FBs correlated with functional protein expression. To do this, we isolated protein from *GFP^+^* FBs obtained from PBS- or bleomycin-dosed mice, following the model shown in Figure 1A. A total of 4 biological replicates were conducted, and protein was isolated and assessed by liquid chromatography–tandem mass spectrometry (LC-MS/MS). Principal component analysis (PCA) showed good separation of bleomycin and PBS samples (Supplemental Figure 8A). A total of 2,898 proteins were identified with high or medium confidence using Proteome Discover (Thermo Fisher Scientific, OPTON-31014) and Spectrum Mill (https://proteomics.broadinstitute.org/millhome.html). Of these, 394 had at least a 2-fold difference in abundance, with *P* values less than 0.05 between conditions (Supplemental Figure 8B). Robust reproducibility between biological replicates for specific proteins is shown in Supplemental Figure 8, C and D (upregulated in bleomycin and PBS, respectively). A heatmap of proteins in normal and fibrogenic *Pdgfra^+^* FBs demonstrates the inverse relationship between normal and fibrogenic expression patterns (Supplemental Figure 9A).

Protein expression data were analyzed using normalized abundance values from Proteome Discoverer and Spectrum Mill, transformed with log_2_(*x* + 1), and then median normalized. Keratin proteins were removed and detected proteins (2,777 total) were defined by having values in at least 2 replicates of at least one sample group. This generated a list of up- and downregulated proteins in bleomycin versus PBS and determines the relative protein expression changes in fibrogenic *Pdgfra*^+^ FBs (Supplemental Table 5). The MSigDB Canonical Pathway gene set (https://www.gsea-msigdb.org/gsea/msigdb/collections.jsp) was used to evaluate statistically significant (*P* < 0.05) upregulated and downregulated proteins with greater than or equal to 2-fold change. Proteins upregulated in fibrogenic *Pdgfra*^+^ FBs were all related to structural proteins associated with fibrosis-mediated remodeling, e.g., biological processes associated with collagen biosynthesis, collagen formation, and ECM organization (Supplemental Figure 9B and Supplemental Table 6, enriched), all related to structural functions associated with fibrosis-mediated remodeling. Proteins exhibiting downregulation in fibrogenic FBs largely annotated to metabolic processes, including oxidation, *Nrf2* pathway, and cytochrome p450 metabolism (Supplemental Figure 9C and Supplemental Table 6, depleted). The biological processes in the protein data broadly reflect fibrogenesis concomitant with decreased metabolic stress–response pathways.

A comparison analysis between the scRNA-Seq and proteomic data sets was conducted to determine whether the integration of the 2 data sets would yield additional insights into the biology of fibrogenic lung FBs, similar to the approach taken by Du et al. (29). Directional and abundance relationships of the transcriptomic and proteomic data show a positive relationship between protein and RNA expression, with 76% of protein and RNA directionally related (Figure 7, A and B). The heatmap reflects that most genes/proteins had a similar response or at least a similar directionality in the bleomycin/PBS ratio (Figure 7B).

We then correlated the proteomic data with the transcriptomic data at the level of the individual clusters from the transcriptomic profiling of normal and fibrogenic *Pdgfra^+^* FBs. The left panels of Figure 7C show how the gene expression in the PBS-derived transcriptomic clusters (clusters 0, 1, 2, and 3) compared to protein expression in the 4 PBS biological replicates; 75% of the genes in these 2 groups share regulation directionality. 

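In the RNA of the remaining single-dose FBs, Hsd11b1 stood at 1699 CPM [1663 to 1735] in PBS and 929.1 CPM [906.4 to 952.3] in bleomycin. Selenbp1 stood at 879.5 CPM [854.0 to 905.5] and 177.0 CPM [167.2 to 187.3]. Gstm2 stood at 419.1 and 249.0 CPM, and Ces1d at 673.6 and 593.5 CPM, with log2 ratios of −0.75 and −0.18. The protein values were not analysed here.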

Upregulated genes that are part of the LipoFB signature, such as *Hsd11b1*, *Ces1d*, *Selenbp1*, and *Gstm2* were also upregulated at the protein expression level, and the pattern of gene expression correlated positively with that of protein expression in normal *Pdgfra^+^* FBs (Figure 7C). Similarly, clusters derived from bleomycin (6–11) show matching patterns of up- and downregulated expression between the RNA and protein data (also 75% matching directionality). Because cluster 6, which is the injured LipoFB population, was intermediate between PBS and bleomycin, we were interested in further defining the protein/gene expression differences between normal and injured LipoFBs. To do this, we analyzed the different expression relationships between clusters 0 and 6 using Gene Ontology (GO) (http://geneontology.org/). We found that biological processes associated with uniquely upregulated expression in injured LipoFBs included responses to endoplasmic reticulum stress, protein folding, and cytoskeleton-related processes (Supplemental Table 8), consistent with fibrogenic changes. In addition, biological processes annotated to downregulated expression in injured LipoFBs annotated to metabolic processes, consistent with attenuation of the lipogenic phenotype. Finally, we prepared dot plots of genes/proteins identified as uniquely upregulated in injured LipoFBs or downregulated in injured LipoFBs relative to normal (Supplemental Figure 10, A and B; upregulated in 6 and downregulated in 6, respectively). These plots again show the distinct pattens between PBS- versus bleomycin-derived cells, but also demonstrate that injured LipoFBs match directionality with MyoFBs (cluster 9), underlining the fibrogenic changes these FBs undergo with injury and supporting the pathway analysis that showed that injured LipoFBs acquire a fibrogenic phenotype at the expense of lipogenic pathways (Figure 4) by demonstrating that this occurs at the protein level as well. Taken together, the multiomic analyses demonstrate a profound *Pdgfra^+^* FB response to injury and fibrogenesis.

### Fibrogenesis peaks on day 14 after bleomycin and correlates with human IPF bulk transcriptomics signature.

It has been established that fibrogenesis in the lung is high 2 weeks after bleomycin-induced injury (30–32). To confirm the representative value of our chosen time point, as well as the relevance of our discovered gene signatures to human disease, we reanalyzed our scRNA-Seq data using the Mouse Lung Fibrosis Atlas (https://niaaa.nih.gov/mouselungfibrosisatlas) (33) to correlate our data with mouse pulmonary fibrosis (PF) transcriptomics and pulmonary function. In the Mouse Lung Fibrosis Atlas, the authors identified PF progressive genes and assessed their translatability in human IPF patients in which the transcriptomic signature from fibrotic lungs on day 14 after bleomycin in mice resembles IPF patients’ lungs (33). Reanalysis of our data set clearly demonstrated that the up- and downregulation of LipoFB and MyoFB marker genes peaked 14 days after bleomycin compared with controls in the bulk lung transcriptome (Figure 8A), thus supporting our time point selection for the scRNA-Seq analysis. To further understand the role of the FB marker genes in the progression of IPF and their association with pulmonary function, we retrieved the gene-coexpression network from the Mouse Lung Fibrosis Atlas (33). Using this network, we found that the normal LipoFB markers were mainly located in the G-0 subnetwork (Figure 8B). These normal LipoFB markers were positively correlated with forced expiratory volume, forced vital capacity, and inspiratory capacity, and negatively correlated with peripheral airway resistance and stiffness index. The normal LipoFB markers showed significant downregulation 14 days after bleomycin, while MyoFB markers were in subnetworks G-1 and G-2 and showed the opposite expression and correlation trends (Figure 8B). Since G-1 and G-2 were previously identified as the driver subnetworks of PF progression in mice and IPF patients (33), these analyses confirm the relevance of our fibrogenic gene sets as potential targets in human IPF.

### Fibrogenic FBs support alveolar epithelial cell differentiation but induce changes in organoid morphology.

In vitro organoid cultures are a well-established tool to interrogate the role of *Pdgfra^+^* FBs in organoid formation and type 2 alveolar epithelial cell (AEC2) into type 2 alveolar epithelial cell (AEC1) differentiation (9, 34, 35). GFP^+^ cells from bleomycin- or PBS-treated adult mice were harvested 2 weeks after treatment and cultured with normal SFTPC-tomato–positive AEC2s isolated from adult mouse lungs (Figure 9A). There was no significant difference in aggregate colony size or number (data not shown). However, there was a significantly reduced number of colonies with luminal morphology in organoids that developed in coculture with bleomycin-injured fibrogenic *Pdgfra^+^* FBs (Figure 9B, insets). The few luminal organoids found in the bleomycin-induced organoids were both significantly fewer in number (Figure 9C) and significantly smaller (50–150 μm) as compared with PBS (150–250 and >250 μm; Figure 9D), indicating a restricted growth of this organoid type. Fluorescence images of each well are in Supplemental Figure 11, A and B (PBS and bleomycin, respectively).

After 2 weeks in organoid cultures, expression of SFTPC (AEC2) and HOPX (AEC1) was assessed by immunofluorescence. No difference in AEC2 self-renewal and differentiation into AEC1s was observed (Figure 9E). Arrangement of these 2 populations with SFTPC^+^ cells on the outer surface of the organoid and HOPX^+^ cells on the interior was comparable (9) (Figure 9E). To better examine the morphological differences between the 2 groups, a montage of 6 sequential *Z*-slices were prepared of a PBS-derived and a bleomycin-derived colony (Supplemental Figure 12; PBS upper panels, bleomycin lower panels). These images show that organoids grown with PBS-control GFP*^+^* FBs tend to have a lobed or irregular formation that exists throughout the organoid, while those from bleomycin-derived FBs have a regular spherical shape with densely compacted AEC1s filling the interior of the sphere. The stratification of AEC2s and AEC1s was not different between the 2 culture conditions. However, we found that the percentage area of HOPX^+^ cells was significantly higher in the densely compacted organoids in cultures from bleomycin-derived GFP*^+^* FBs compared with the luminal organoids typical of the PBS-derived FB cultures (Figure 9, F and G). Ultrastructural imaging revealed that organoids from normal FBs had numerous intracytoplasmic vesicles containing amorphous material and coalescing fat droplets, which occupied the bulk of the cytoplasm. In contrast, few vesicles were present in the organoids from fibrogenic FBs, with only rare fat droplets and an absence of dilated rough endoplasmic reticulum (Supplemental Figure 13). Taken together, these data suggest that fibrogenic *Pdgfra^+^* FBs can induce ultrastructural changes within AEC2s in organoid culture. In summary, LipoFBs from fibrotic lung can promote basic AEC2 self-renewal and differentiation, but do not support growth of organoids that form a mature alveolar lumen, suggesting a lack of supportive matrix derived from fibrogenic FBs.

### Transitional AEC2 populations form in normal and fibrogenic organoids.

The condensed, spherical morphology and increased HOPX expression observed in organoids from bleomycin-derived FBs provided an intriguing insight into the effect of fibrogenic *Pdgfra^+^* FBs on AEC2 homeostasis and response to injury. To investigate this phenomenon at the transcriptomic level, we conducted scRNA-Seq on alveolar epithelia from organoid cultures grown with normal or fibrogenic FBs, harvested after 2 weeks in culture (Figure 9A). 

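Organoids were studied with 1 library per condition, of AEC2s grown for 14 days with FBs from mice given PBS (normal) or bleomycin (fibrogenic). The authors deposited UMI counts of all barcodes, FBs included, without normalization. The normal library held 211680702 UMIs in 5441 barcodes, with a median of 36841 UMIs per barcode, and the fibrogenic library 238618743 UMIs in 8894 barcodes, with a median of 4289.5. In the fibrogenic library 60.1% of barcodes had fewer than 10000 UMIs, against 30.3% in the normal library. Clusters were assigned to cell types by marker genes after the mitochondrial and erythrocyte filter, as for the FBs of the lung. Epithelial clusters held 1874 normal and 2209 fibrogenic barcodes, and the other barcodes, most of them FBs, were left out. Barcodes with markers of both epithelial cells and FBs (225 normal and 233 fibrogenic) and barcodes with neither (1019 and 1340) were also left out. Cluster I, with 25 normal and 218 fibrogenic barcodes, stayed among the epithelial barcodes although FB genes lead it, with Col1a1 at 1234 CPM and Mgp at 18880 CPM beside Sftpc at 34800 CPM. The threshold for epithelial markers was lowered from 20% to 10% of the highest cluster's level after the clusters were seen, since AEC2 clusters were otherwise lost. Scrublet marked 2 normal and no fibrogenic barcodes, so doublets were in effect kept. The spread between cultures is unknown and no test between conditions was made.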

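The epithelial barcodes formed 11 clusters, lettered A to K, at a resolution of 1, and 24 at a resolution of 2. Clusters B, I and K had medians of 1788, 2634 and 1989 UMIs per barcode, and the other 8 clusters had medians of 30107 UMIs or more.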

Analysis of the epithelial population revealed 14 independent clusters (Figure 10A and Supplemental Table 9; quality control data in Supplemental Table 1). 

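With both libraries weighted equally, 5 of the 11 clusters (45.5% [16.7 to 76.6]) drew more than 80% of their barcodes from 1 library. Clusters B, I and K, with few UMIs, held 476, 218 and 168 fibrogenic barcodes and 95, 25 and 24 normal ones. Clusters C and F held 371 and 310 normal barcodes and 106 and 68 fibrogenic ones. When barcodes with fewer than 10000 UMIs were left out, an alternative chosen after seeing the data, the share of such clusters was 0%. Under each other alternative it was below 45.5% too, from 25.0% with the highest Scrublet scores removed to 37.5% at a resolution of 0.5.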

The distribution and percentage cell proportions of PBS- and bleomycin-derived epithelial cells are shown in Figure 10, B and C, respectively. We first confirmed the presence of key cell populations that should be extant in fully mature organoid cultures. Those include AEC2 (*Sftpc^+^*), AEC1 (*Hopx^+^*), proliferating alveolar cells (*Top2a^+^*), and the recently described pre-alveolar type-1 transitional state (PATS) (36) population, shown in Figure 10D. 

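Over all epithelial barcodes, Sftpc stood at 67830 CPM [67770 to 67880] with normal and 60880 CPM [60820 to 60940] with fibrogenic FBs, a log2 ratio of −0.16. Sftpc also stood at 482.6 and 681.1 CPM in the FBs of the normal and fibrogenic organoid libraries (median 49885 and 3890 UMIs), a level that free RNA can give. Hopx stood at 346.7 CPM [342.6 to 350.7] and 422.7 CPM [417.5 to 427.9], a log2 ratio of 0.29 [0.26 to 0.31]. The AEC1-like cluster E, with Hopx at 2526 CPM, made up 11.5% [10.1 to 13.0] of normal and 8.92% [7.76 to 10.2] of fibrogenic epithelial barcodes. This difference of −2.55 percentage points changed sign under 2 alternatives, at 0.02 without the filter on cells and at 0.87 without barcodes with few UMIs. The proliferating cluster G, with Top2a at 343.4 CPM, made up 9.55% [8.26 to 11.0] and 4.71% [3.86 to 5.68]. The PATS-like cluster D made up 10.5% [9.11 to 11.9] and 11.5% [10.2 to 12.9]. Without barcodes with few UMIs, the PATS-like shares were 11.3% of normal and 18.6% of fibrogenic epithelial barcodes, a difference of 7.33 percentage points. Under the other alternatives the difference ran from 0.62 to 1.85 points.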

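The PATS-like cluster D held 254 fibrogenic and 196 normal barcodes. Over cluster A, the largest cluster, its median log2 ratio was 2.60 [2.58 to 2.62] for the 20 PATS genes and 1.88 [1.82 to 1.93] for the 16 AEC1 genes. Against the AEC1-like cluster E its median for the AEC1 genes was −1.39 [−1.42 to −1.36]. Cluster K, with few UMIs and 168 fibrogenic barcodes of 192, had all 6 PATS marker genes raised, but was left unnamed by a rule on low counts set after the clusters were seen. In cluster K over cluster D, all 20 PATS genes were lower, with a median of −0.54 [−0.67 to −0.50], and the AEC1 genes had a median of −0.82 [−0.94 to −0.66]. Krt19 stood at 2507 CPM in cluster D and 1656 CPM in cluster K. Sftpc stood at 3287 and 1765 CPM. Over all epithelial barcodes, fibrogenic over normal, the PATS genes had a median log2 ratio of 0.52 [0.50 to 0.54], with 19 of 20 higher, and the AEC1 genes 0.27 [0.24 to 0.28], with 14 of 16 higher (both percentile 100).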

Genes previously identified as characteristic of PATS or AEC1 (36) were found in cluster 10, which is largely derived from fibrogenic FB organoids (Figure 10, B and C), suggesting that cluster 10 is an intermediate transitional population unique to the presence of profibrotic FBs (“Fibro-PATS,” Figure 10E). RNA velocity analysis (Figure 10F) showed that cluster 8 (AEC1) is the terminal cluster into which cluster 3 (PATS) flows, transitioning through cluster 10 (Fibro-PAT) (clusters highlighted in open box) and establishes a transcriptional relationship between these populations, similar to what was shown by Kobayashi et al. (36). Additionally, clusters involving AEC2 flow to AEC1 as the terminus, further establishing these cells as the differentiation endpoint. 

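Of the clusters mostly from normal organoids, cluster C had Sftpc at 88530 CPM and Krt19 at 265.5 CPM, and cluster F had Sftpc at 76470 CPM and Krt19 at 212.4 CPM. No cluster mostly from normal organoids was PATS-like. The mean share of mitochondrial counts was 4.61% in cluster C and 5.27% in cluster F. Among the other clusters, apart from B, I and K with few UMIs, it ran from 3.49% in cluster D to 6.38% in cluster H. Mitochondrial genes were left out of the clustering and barcodes high in them were removed. A cluster set apart by these genes could therefore be missed.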

Cluster 12, which is derived from normal FB–supported organoids (Figure 10, B and C), is made up of 2 distinct subclusters, 12a and 12b (Supplemental Figure 14, A and B). We found that subcluster 12b is *Sftpc*^–^ and PATS^+^ and has gene markers in common with the PATS signature (Supplemental Figure 14C), while subcluster 12a is *Sftpc*^+^ and PATS^–^ but is uniquely enriched in mitochondria-encoded genes (Supplemental Figure 14C) and RNA velocity analysis connects it to the PATS population (Figure 10F), thus supporting the transitional status of PATS between AEC2 and AEC1.

Finally, we were interested in assessing the transitional populations we describe here in the context of p53 signaling and senescence, which are characteristic of PATS (36). 

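A list of 10 p53 target genes was chosen for this purpose and is not the paper's. Its median log2 ratio in the PATS-like cluster D over cluster A was 1.77 [1.70 to 1.85], and all 10 genes were higher, from Perp at 3.38 to Sesn2 at 0.07. Cdkn1a stood at 827.2 CPM in cluster D, 306.0 CPM in cluster K and 181.9 CPM in cluster A. Over all epithelial barcodes, fibrogenic over normal, the median was 0.45 [0.40 to 0.51], with 9 of 10 higher (percentile 100), and Cdkn1a stood at 377.1 and 250.9 CPM.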

We found that while the Fibro-PATS population shared some genes in common with PATS for both senescence and *p53* signaling (Supplemental Figure 15), the PATS^+^ population found in normal FB–supported organoids did not express those genes (Supplemental Figure 15). Taken together, these data demonstrate that normal and fibrogenic *Pdgfra*^+^ FBs have distinct and unique effects on AEC2 progenitor differentiation and metabolic requirements, as well as the evolution of AEC2 transitional populations.

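Among genes on no list, the highest log2 ratios of fibrogenic over normal in the epithelial barcodes were Psca at 1.72, Plac8 at 1.61 and Crym at 1.59, followed by Wfdc17 and Mmp3. The lowest were Lyz1 at −2.45, Ptprn2 at −1.74 and Phgr1 at −1.59, followed by Cd177 and Dlk1. Dlk1 had 129 UMIs in the normal and 0 in the fibrogenic library. From the clusters and their genes, the paper concludes that normal and fibrogenic FBs act differently on the differentiation of AEC2s and on their transitional populations.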

## Discussion

Epithelial repair and regeneration of the alveolar stem cell niche is critical for restoration of normal lung function following injury. Dysregulation of these processes underlies pathological disease progression in IPF, where chronic injury to alveolar epithelia can over time overwhelm the organized regeneration of the alveolus, leading to loss of epithelial integrity. AEC2 progenitors and resident *Pdgfra*-expressing LipoFBs that form the alveolar niche function coordinately in support of progenitor homeostasis and response to injury, and disruption of this axis leads to disease progression in fibrosis. Several theoretical models of IPF pathogenesis support a so-called multiple-hit hypothesis, whereby repeated insults render normal alveolar repair mechanisms deficient (37). In our studies, we questioned whether an initial injury to the LipoFBs may affect their ability to support alveolar regeneration and to that end, determined transcriptomic and functional changes that occur in *Pdgfra*^+^ FBs in bleomycin-injured mouse lung.

We focused on the identification and characterization of the *Pdgfra^+^* LipoFB subpopulation in normal and fibrotic lung, as this population along with AEC2s forms the alveolar epithelial stem cell niche (9, 38), supports AEC2 progenitor function and regeneration (39, 40), but also potentially provides a MyoFB precursor pool upon injury (13). LipoFBs are found at the base of the developing alveolar septa (41) in close proximity to AEC2s (6, 9, 11). The presence of LipoFBs in human lung has been more difficult to establish, but recent evidence supports their presence in normal (42) and fibrotic human lungs (43). Thus, it is important to understand how lung injury affects the structure and function of these cells. Our data support 2 major conclusions: first, fibrotic lung injury leads to a fundamental reprogramming of resident LipoFBs; second, these LipoFBs have an impaired ability to support epithelial regeneration and differentiation.

We found that LipoFBs derived from bleomycin-injured lung represent a transitional state between normal LipoFBs and MyoFBs. Using a nonsupervised analysis of the 11 unique clusters in our integrated data set, we identified a shared transcriptomic signature between normal and injured LipoFBs, consisting of 22 genes that annotated to both lipogenic and fibroblastic functions, both which are defining features of this population. LipoFBs play an integral role in supporting AEC2 function by providing lipid substrate for surfactant production; however, the neutral lipid contained in LipoFBs also serves an antioxidant role, protecting alveolar epithelial cells from oxygen free radicals (44). Therefore, mechanisms that preserve the lipogenic FB phenotype in both naive and injured lung are critical. For example, we identified carboxylesterase 1D (*Ces1d*) as one of our conserved LipoFB genes. Broadly, carboxylesterases have roles in the metabolism of toxicants and xenobiotics (45), which serve to preserve lipid integrity, and CES1D has been shown to mediate lipid droplet homeostasis (46, 47). Protection against oxidative stress is important in preserving lipid integrity, and the antioxidant enzyme superoxide dismutase 3 (*Sod3*) is another key gene in the shared lipogenic profile between normal and injured cells. Superoxide dismutases are important antioxidants (48), and in addition, SOD3 binds to ECM components (49, 50), and has an important protective role in hyperoxia-mediated alveolar injury (51).

LipoFBs are also characterized by the presence of contractile filaments (reviewed in refs. 10, 43). Genes that annotate broadly to ECM-related functions in our data set, including *Npnt* (ECM organization and adhesion), *Cola13a1* and *Col23a1* (cell-matrix and cell-cell adhesion), and *Macf1* and *Shroom3* (actin filament interactions) support a functional mesenchymal cell phenotype. *Npnt* and *Macf1* were found to be LipoFB-specific markers (17), and *Col13a1* is associated with the LipoFB gene signature (16, 17). In summary, we describe a minimal set of genes that may be collectively important for maintaining the phenotypic and functional integrity of LipoFBs in normal and in injured tissue.

Using an antibody against PLIN2 (ADRP), one of the conserved LipoFB genes in our list that is a canonical LipoFB marker and is functionally involved in the formation of lipid droplets (52), we demonstrated LipoFB localization in preserved alveoli in fibrotic mouse lung (Figure 2B). However, while they retain sufficient identity as LipoFBs, in terms of their location and expression of a fundamental LipoFB gene panel, injured LipoFBs do suffer a loss of lipogenic support pathways in tandem with activation of fibrogenic pathways, as shown in our comparative gene expression profile (Figure 4). LipoFBs are uniquely spatially situated to support AEC2 function by providing lipids for surfactant production (53) as well as having an antioxidant role (54). In contrast, MyoFBs are unable to support stem cell proliferation (40). Thus, LipoFBs that have acquired a MyoFB phenotype, even partially, may not support alveolar epithelial cell function as effectively.

To test this hypothesis, we used the well-established method of lung organoid culture, where AEC2 progenitors are cocultured with lung *Pdgfra^+^* FBs that are necessary for AEC2 differentiation and the formation of self-organized alveolospheres (9). We found that *Pdgfra^+^* FBs from bleomycin-injured lungs could support AEC2 differentiation, but the morphology of the developed organoids was less structured, in that there was an absence of lumen formation as would have been expected in a lung organoid. Instead, organoids arising from fibrogenic *Pdgfra^+^* FBs had a densely compacted organization of HOPX^+^ AEC1s within the center of the organoid, with little evidence of the typical long extensions between cells seen in alveolospheres (9), as well as a trend for HOPX^+^ cells to occupy a greater percentage of the total area of the condensed organoids in bleomycin versus PBS cultures. Using scRNA-Seq analysis of the alveolar epithelia from these organoid cultures, we demonstrated distinct transcriptomic changes in these cells, with several cell clusters arising predominantly or exclusively from the normal or fibrogenic FB–supported populations, respectively. Notably, there appeared to be a significant shift in the behavior of transitional PATS cells. Although both conditions shared a common PATS population, additional PATS cells (cluster 12b, Supplemental Figure 14B) from normal FB organoids lacked both AEC2 and AEC1 markers and senescence/*p53* pathway–related genes, while the unique Fibro-PATS from the fibrogenic FB cultures (cluster 10, Figure 10E) carried a distinct AEC1 signature. Thus, it is possible that the normal PATS population is overall positioned at an earlier point in the transitional trajectory, where they have lost AEC2 identity but have not yet acquired the full PATS profile. On the other hand, Fibro-PATS are found, perhaps stuck in transition, at a later transitional point and may contribute to the increased number of HOPX^+^ cells observed in the condensed organoids derived from fibrogenic FBs. This is summarized in the graphical illustration in Figure 11.

Our data are supported by published in vivo evidence; for example, following bleomycin exposure, AEC2 differentiation into AEC1 is increased in the mouse lung (55, 56). TGF-β1 has been shown to mediate AEC2 differentiation into AEC1, acting either through the SMAD pathway (57) or via an inverse relationship with BMP signaling (58). 

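In the single-dose experiment, Tgfb1 stood at 318.7 CPM in the MyoFB-like cluster F, 63.2 CPM in cluster D, 67.0 CPM in the cluster-7-like cluster C and 39.4 CPM in the PBS LipoFB-like cluster A. In the remaining FBs it stood at 39.8 CPM [34.5 to 45.6] in PBS and 64.3 CPM [58.5 to 70.7] in bleomycin.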

Our cluster analysis demonstrates that the activated MyoFB component of the fibrogenic *Pdgfra^+^* population as well as injured LipoFBs exhibit upregulated *Tgfb1* expression, while there is little expression in normal LipoFBs, providing a source for paracrine regulation of AEC2 differentiation in culture supported by injured FBs. Therefore, increased *Tgfb1* expression derived from injured *Pdgfra*^+^ FBs may be one underlying factor mediating the difference in alveolosphere morphology. Indeed, it was recently shown that the addition of a profibrotic cocktail to alveolosphere culture induces a similar condensed organoid morphology as well as the appearance of transitional populations (59), supporting the conclusion that interstitial lung FBs can directly affect alveolar epithelial cell functional responses.

Condensed organoids were also seen in a study using aged FBs as support cells (60). IPF is a disease of the aged lung, and FBs in IPF lungs have a senescent phenotype that has been shown to contribute to the development of fibrosis (61–64). Our data support the notion that lung injury may move LipoFBs to behave in similar ways to aged LipoFBs and thus alter their ability to support regeneration of the lung in response to subsequent injury. For example, the gene *Ppp1r15a*, which was recently shown to suppress senescence and fibrosis (65), was notably downregulated in our fibrotic LipoFBs, while we saw an upregulation of the senescence-associated gene *Serpine2* (Supplemental Figure 16) (65). 

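In the remaining single-dose FBs, Ppp1r15a stood at 106.2 CPM [97.5 to 115.5] in PBS and 29.2 CPM [25.3 to 33.6] in bleomycin. Serpine2 stood at 489.1 CPM [470.1 to 508.6] and 979.4 CPM [956.0 to 1003], and at 2951 CPM in the MyoFB-like cluster F. Ppp1r15a was lower in the bleomycin library in other cell types too. It went from 142.2 to 20.6 CPM in T cells, 198.1 to 35.1 CPM in myeloid cells and 132.9 to 63.0 CPM in endothelial cells. The fall of Ppp1r15a is thus not particular to FBs, and handling and treatment cannot be told apart.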

Previous research has shown that aged or young FBs are able to determine the fate of alveolar cells in organoid culture (34). Our study expands on these findings by showing that injured LipoFBs possess similar properties and suggests that LipoFB injury is an important contributor to aberrant lung function in fibrosis.

In addition to pathway modeling, our pseudotime analysis offers further insight into how LipoFBs respond to injury. Normal LipoFBs can progress through a loop trajectory, where they transit through injured LipoFBs and then back to normal through acquisition of fibrogenesis-related genes and retention of lipogenesis-associated genes (Figure 4, A and D). This combination suggests an injury-activated wound healing response, supporting regeneration of the matrix. On the other hand, normal LipoFBs that transit to MyoFBs in the linear trajectory do so through the injury-activated LipoFB-related cluster 7, which, while having similar levels of fibrogenic genes, has a significant reduction in lipogenic gene expression compared with the canonical injured LipoFBs in cluster 6 (Figure 4, C and D). Indeed, the genes that form the common LipoFB signature are absent from cluster 7 (Figure 3, A and B). Therefore, these data suggest that progressive attenuation of lipogenic gene expression is a primary driver of injured LipoFBs acquiring a pathologic rather than a regenerative phenotype. Thus, we postulate that our alveolosphere results, showing a shift in epithelial phenotype and transcriptional signature when AEC2s are cocultured with *Pdgfra^+^* FBs from fibrotic lungs, was driven by a shift toward a more pathologic LipoFB phenotype.

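In the single-dose cluster-7-like cluster C over cluster D, all 22 signature genes were lower, with a median log2 ratio of −0.83 [−0.92 to −0.77]. Cd82 had the smallest decrease, at −0.38, and Ces1d the largest, at −2.06.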

Our results have relevance to human IPF and fibrosis-induced decline in lung function. Using a combination of data mining and multiomics analyses we demonstrate that our gene signature in FBs, obtained on day 14 after a single bleomycin exposure, represents the peak fibrotic transcriptional perturbation of this model in the bulk lung transcriptome. The gene signatures of MyoFBs are strongly correlated with alteration in lung function and are coexpressed with previously described gene coexpression networks G-1 and G-2, which are the major drivers of progressive fibroproliferative changes in the lung transcriptome (33). Furthermore, they associated with gene expression signatures in IPF lungs, as well as lung function in IPF patients. Thus, our results validate the use of this model and time point as a tool to, for example, study therapeutic interventions in a targeted, parsimonious way.

In conclusion, our results suggest that LipoFB populations respond to fibrotic lung injury by altering their gene expression profile, losing lipogenic markers and gaining profibrotic markers, which in turn impairs their ability to support stem cell niche growth and development. Our research may help explain how injury promotes progressive fibrosis by impacting the ability of the stem cell niche to respond to subsequent triggers and suggests that drugs targeting this pathway may allow for reversibility of the process to improve in lung function and disease outcomes.

## Methods

### Animals.

*Pdgfra^GFP^* mice (B6.129S4-*Pdgfra^tm11(EGFP)Sor^*/J, stock number 007669) were obtained from The Jackson Laboratory (66). Male mice were used in these studies due to enhanced sensitivity to bleomycin-induced fibrosis compared with females (67, 68), and single-housed mice were 10–14 weeks of age when used. Tamoxifen-inducible *SpcCreER* × *Rosa-td26* mice were generated for isolation of tomato-expressing SFTPC-positive AEC2s by crossing B6.Cg-GT(ROSA)*26Sor^tm9(CAG-tdTomato)Hze^*/J (The Jackson Laboratory, stock number 007914) with B6.129S-*Sftpc^tm1(creERT2)Blh^*/J (The Jackson Laboratory, stock number 028054).

### Induction of PF.

*Pdgfra^GFP^* reporter mice were placed under oxygen/isoflurane anesthesia and dosed with 2 U/kg bleomycin (Sigma-Aldrich) or 1× PBS in a 50 μL volume by oropharyngeal aspiration. Lungs were collected on day 14 after exposure for preparation of live cells for scRNA-Seq, fixation for histology, immunofluorescent staining, or 3D organoid (alveolosphere) culture. Details of tissue dissociation and live cell isolation are provided in Supplemental Methods.

### scRNA-Seq.

*GFP^+^* cell suspensions prepared from PBS- and bleomycin-treated *Pdgfra^GFP^* mice (described above) were counted and examined for viability using a TC-20 cell counter (Bio-Rad). Approximately 1,800 live cells at 1 × 10^6^ cells/mL concentration with greater than 80% viability were loaded into the Single Cell Chip followed by forming single cell emulsion in Chromium Controller (10× Genomics, Chromium Single Cell 3′ Library & Gel Bead Kit v2). The mRNA reverse transcription and cDNA generation and amplification were carried out followed by the construction of single-cell gene expression libraries according to the protocols provided by the manufacturers. The libraries were then sequenced by the National Institute of Environmental Health Sciences (NIEHS) Epigenomics and DNA Sequencing Core Laboratory on a NextSeq 500 (Illumina) with paired-end sequencing (read 1: 30; read 2: 100). A total of 3.1 × 10^8^ reads were obtained.

### scRNA-Seq data analysis.

Sample fastq files were processed with Cell Ranger v3.0.1 (10× Genomics) using the GRCm38 genome and Gencode version M17 (https://www.gencodegenes.org/mouse/release_M17.html; downloaded March 22, 2018 and filtered according to 10× Genomics recommendations) to generate an initial cell-by–gene count matrix. All samples were combined in Seurat v3 (69) and clustered following SCTransform (70) normalization. In each cluster, cells were removed if their mean absolute deviation (MAD) for percentage of mitochondrial genes or erythrocyte markers was greater than 3. Additionally, any cluster with a mean expression of mitochondrial genes greater than 25% or erythrocyte markers greater than 0.5% was removed. Finally, known markers were used to remove small contaminating clusters of epithelial cells, endothelial cells, macrophages, T cells, and B cells, leaving only FBs for downstream analysis. Clustering of the PBS- and bleomycin-exposed lung cells together produced 11 clusters, with only 2 showing significant overlap between the samples. Markers for these genes were found using MAST (71) considering percentage mitochondrial genes as a latent variable. Slingshot (72) was run using the Seurat-generated UMAP as the reduced dimension. RNA velocity estimations were computed using the velocyto package (73) and visualizations were created by scVelo (74).

### Tissue preparation for immunofluorescent staining.

Lungs were first perfused with 1× PBS, and then inflated with either 10% neutral buffered formalin or 4% paraformaldehyde (in PBS). Formalin-fixed tissues were paraffin embedded following routine histological processing and 5-μm sections prepared for staining. Paraformaldehyde-fixed tissues were washed in 1× PBS, placed into 30% sucrose (in PBS) overnight at 4°C, and then changed to OCT/30% sucrose (1:1) and left at 4°C overnight. Lungs were placed into cryomolds on dry ice and frozen in OCT and sectioned at 5 μm. Extended methods for immunofluorescent staining are available in Supplemental Methods. Table 1 lists all primary and secondary antibodies.

### scRNA-Seq data mining.

scRNA-Seq data sets were obtained from the NCBI Gene Expression Omnibus (GEO) database and analyzed using the Seurat v4.2.0 R package (https://satijalab.org/seurat/). Only control samples, bleomycin-induced data, or IPF patient data were selected for further analysis. Low-quality cells were filtered out at both cell and gene levels. Cells were removed if they had greater than 10% unique molecular identifiers (UMIs) derived from the mitochondrial genome, or if their total UMIs or genes fell outside the upper and lower bounds (defined as mean ± 2 SD). Genes with zero counts or those expressed in 10 or fewer cells were also excluded. The remaining cells were normalized using Seurat’s SCTransform function, and highly variable genes were identified using the FindVariableFeatures function. The data were then scaled with Seurat’s ScaleData function. The number of principal components (PCs) for clustering was determined using an elbow plot, and the resolution for clustering was determined using clustree R package v0.5.0 (https://github.com/lazappi/clustree). FB types were defined using positive (*Pdgfra*, *Col1a1*, and *Acta2*) and negative (*Epcam* and *Pecam1*) canonical markers. FBs were extracted from the whole-lung single-cell data set based on cell barcodes. The FB subset data were then reanalyzed, clustered, and annotated using the top markers from Figure 1D.

### Analysis of FB marker genes in PF and lung function.

To further understand the role of the FB marker genes in the progression of IPF and their association with pulmonary functions, we retrieved the pulmonary functions, lung transcriptomics data, and gene coexpression network from the Mouse Lung Fibrosis Atlas (https://niaaa.nih.gov/MouseLungFibrosisAtlas) (33) and filtered them based on the gene cell marker data from the scRNA-Seq analysis results. Transcriptomics expression data were reexpressed as normalized counts, specifically *Z*-score normalization of the transcript per kilobase million (TPM) values and, for the network visualization, only pulmonary functions and selected gene cell markers are shown. The gene cell markers were selected based on whether they were significantly altered 14 days after bleomycin in bulk lung transcriptomics data (from the Mouse Lung Fibrosis Atlas) and met marker selection criteria (FDR-adjusted *P* value < 0.01 and fold change > 0) for the indicated cell group.

### Protein isolation and analysis.

*Pdgfra^GFP^* reporter mice were dosed with either PBS or bleomycin as described above. GFP*^+^* cells were isolated by FACS from 4 biological replicates, combining lung digests from 3 PBS and 3 bleomycin-dosed mice per replicate. Extended methods can be found in Supplemental Methods.

### Proteomics and multiomics.

Protein normalized abundance measurements were log_2_-transformed and median-normalized. A total of 2,777 proteins were identified that met the criteria of presence in at least 2 samples in at least 1 group (PBS or bleomycin). Statistical analysis employed the limma v3.42.2 package (https://bioconductor.org/packages/release/bioc/html/limma.html), with a post hoc adjustment performed by the DEqMS v1.4.0 package (https://www.bioconductor.org/packages/release/bioc/html/DEqMS.html) designed for MS proteomics data that accounts for the number of peptide spectral matches for each protein. Statistical hits were defined as bleomycin samples having an adjusted *P* value of less than 0.05 and an absolute fold change of 2.0 or greater relative to control PBS samples. Three hundred ninety-four statistical hits (179 up, 215 down) were identified. Heatmaps were produced using the ComplexHeatmap v2.15.1 package (75).

### 3D organoid culture.

Organoid cultures were prepared as described in Barkauskas et al. (9). Sorted GFP*^+^* FBs from PBS- (*n* = 3) or bleomycin-exposed (*n* = 3) mice were combined with SFTPC-tomato^+^ AEC2s (5 × 10^5^ and 5 × 10^3^, respectively) with growth factor–reduced Matrigel (Corning; 1:1 cells/Matrigel). Of this, 90 μL was pipetted into 24-well 0.4-mm PET Transwell inserts (Falcon) and allowed to polymerize for 30 minutes in a 37°C/5% CO_2_ incubator. After polymerization, 600 μL of MTEC/Plus media (9) was added to each well. At plating, media for the cell/Matrigel mixture and media for culture were supplemented with ROCK inhibitor (10 μM; Sigma-Aldrich). After the initial 48 hours, culture media were refreshed every other day for 14 days without ROCK inhibitor supplementation. On day 14, live cultures were imaged with a Zeiss automated inverted epifluorescence microscope at ×5 magnification and images captured with Zen Blue software (Carl Zeiss, Inc). Matrigel inserts were then fixed in 10% neutral buffered formalin overnight at room temperature, washed in PBS, and stored at 4°C prior to whole-mount staining. Details for whole-mount staining, organoid measurement, and dissociation for scRNA-Seq are available in Supplemental Methods.

### Statistics.

Graphs and statistical analysis were accomplished with GraphPad Prism, v9.3.0. Data are presented as mean ± SD, and statistical comparisons were made with the unpaired, 2-tailed Student’s *t* test and 2-way ANOVA, or in Proteome Discoverer, using 2-way ANOVA. Differences were considered significant if *P* was 0.05 or less.

### Study approval.

All animals were housed in the NIEHS animal facility, provided food and water ad libitum, and all procedures were conducted under approved NIEHS Institutional Animal Care and Use protocols.

### Data availability.

The scRNA-Seq data are available in the NCBI GEO, accession number GSE183423. Raw data files for graphs in Figure 9, C, D, and G, and Supplemental Figure 1C are available in the Supporting Data Values file. All data are available from the corresponding author upon request.

## Author contributions

CST, AKP, and SG conceived the experiments and wrote the manuscript. CST performed experiments and analysis. BNP contributed biostatistical analysis. XX, MIS, and CDB contributed flow cytometry and sorting strategies and experiments. ES and CJT contributed imaging data and analysis. KLJ, LJD, JGW, and DJJ contributed protein isolation and LC-MS/MS, proteomics, and multiomics analyses. JLL performed data mining experiments. MA and RC contributed analysis of scRNA-Seq data with the fibrosis and lung physiology database. AB and LP performed in vivo experiments. DS, CG, and DM contributed TEM processing, imaging, and analysis.

## Supplementary Material

Supplemental data

Supplemental table 2

Supporting data values

## Figures and Tables

**Figure 1:**
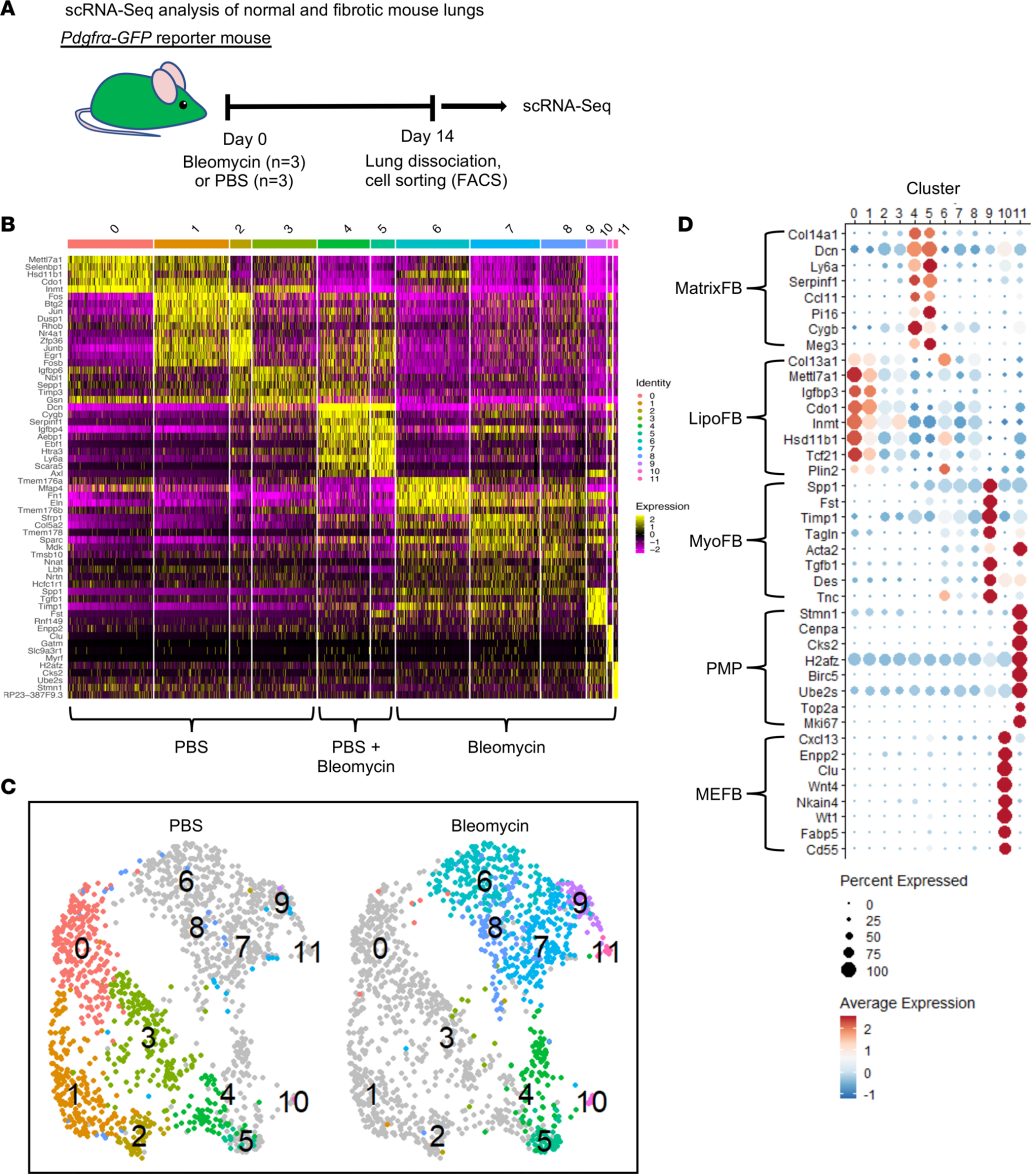
*Pdgfra*^+^ populations in normal and fibrotic mouse lung. (**A**) Diagram of experimental workflow. Data were generated from 3 PBS- and 3 bleomycin-treated mice, pooled for isolation of GFP^+^ cells. (**B**) Integrated heatmap of PBS- and bleomycin-derived scRNA-Seq analysis depicting 11 unique clusters based on individual cluster markers. (**C**) Uniform manifold approximation and projection (UMAP) representation of cluster distribution across treatment groups. (**D**) Dot plot representation of individual clusters to establish identification of cluster subtypes: matrix fibroblasts (MatrixFB), lipofibroblasts (LipoFB), myofibroblasts (MyoFB), proliferating mesenchymal progenitors (PMP), and mesothelial fibroblasts (MEFB).

**Figure 2:**
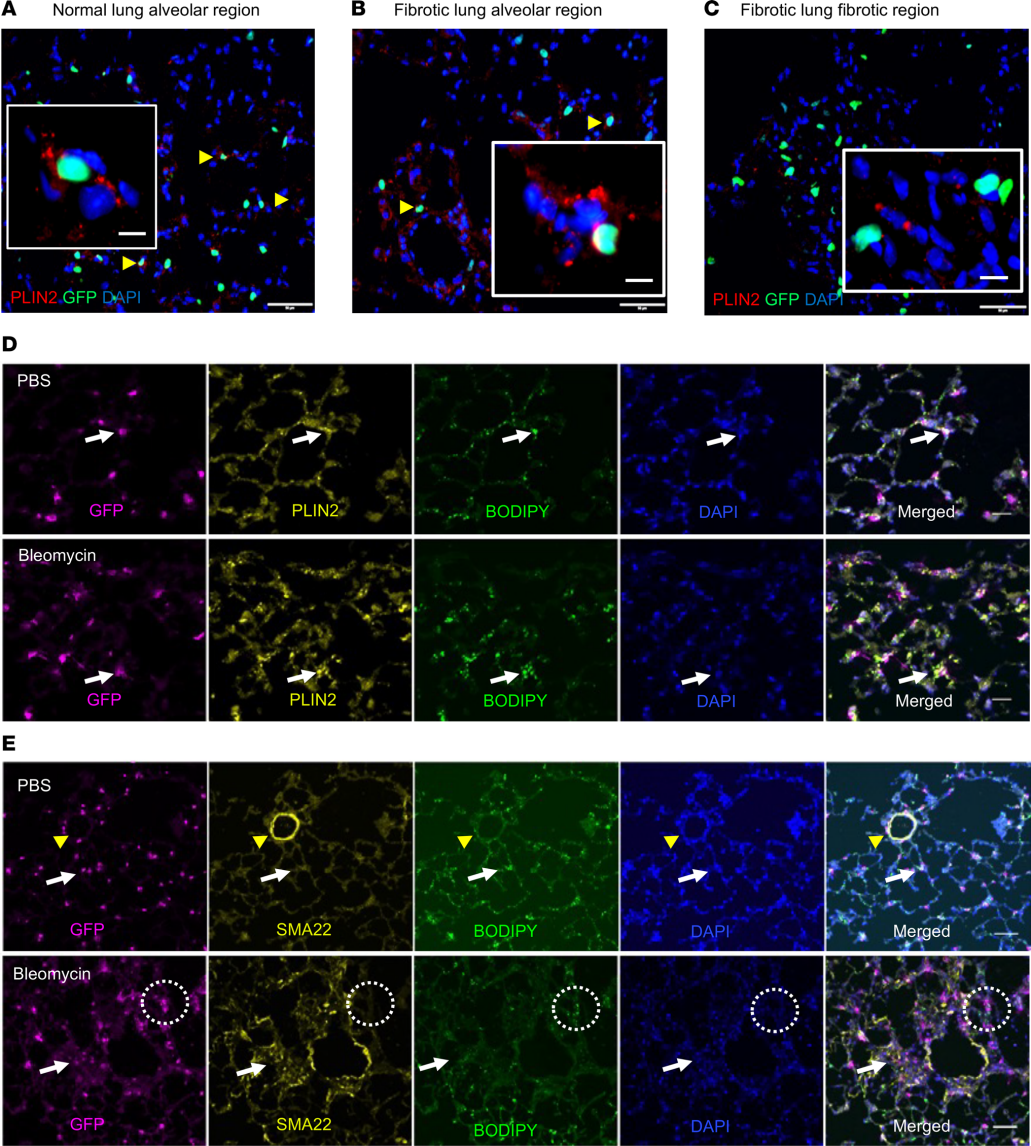
Characterization of gene markers in normal and fibrotic *Pdgfra^GFP^* mouse lung. (**A**–**C**) Localization of PLIN2 expression by immunofluorescent staining in normal (**A**) and fibrotic (**B** and **C**) lung. Yellow arrowheads show GFP*^+^* cells with adjacent PLIN2 expression. (**D**) Localization of GFP, PLIN2, BODIPY^+^ lipid droplets, and DAPI in normal (PBS) and fibrotic (bleomycin) lung. Arrows indicate area of colocalization of all markers. (**E**) Localization of GFP, SMA22, BODIPY^+^ lipid droplets, and DAPI in normal (PBS) and fibrotic (bleomycin) lung. Arrows indicate a region of high SMA22 expression and low lipid droplet accumulation; the dotted circle highlights an area of low SMA22 expression and high lipid droplet accumulation. Yellow arrowheads show SMA22^+^ smooth muscle cells. Scale bars: 50 μm (**A**–**C**), 10 μm (**A**–**C**, insets), and 20 μm (**D** and **E**).

**Figure 3:**
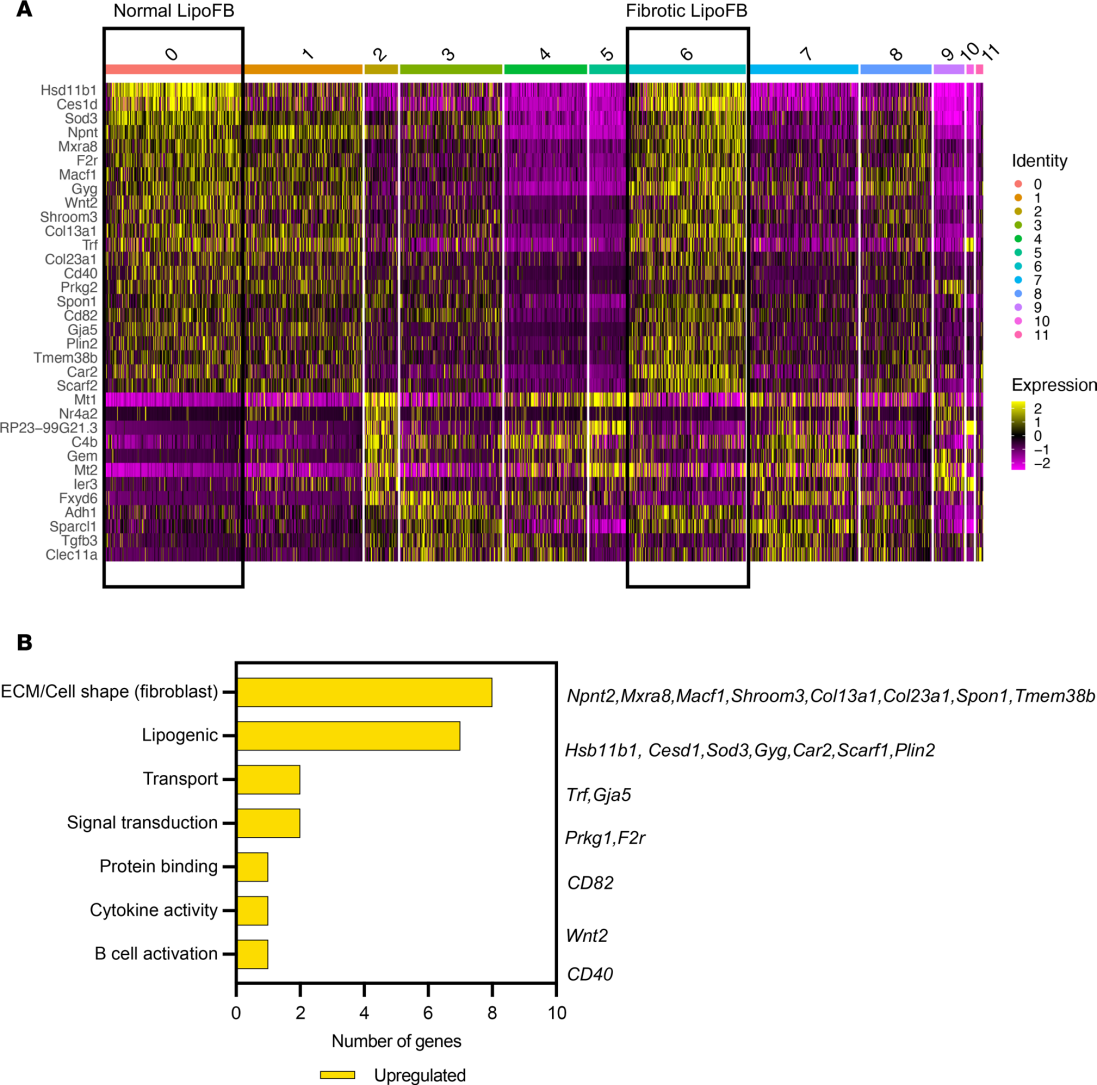
A unique shared transcriptomic signature supports LipoFB identity in normal and fibrotic lung. (**A**) Heatmap representation of up- and downregulated genes across all clusters showing conserved expression between normal (cluster 0, boxed) and fibrotic (cluster 6, boxed) *Pdgfra*^+^ LipoFBs. (**B**) Bar chart of 22 upregulated shared genes between clusters 0 and 6 indicating functional categories and signature genes in each category.

**Figure 4:**
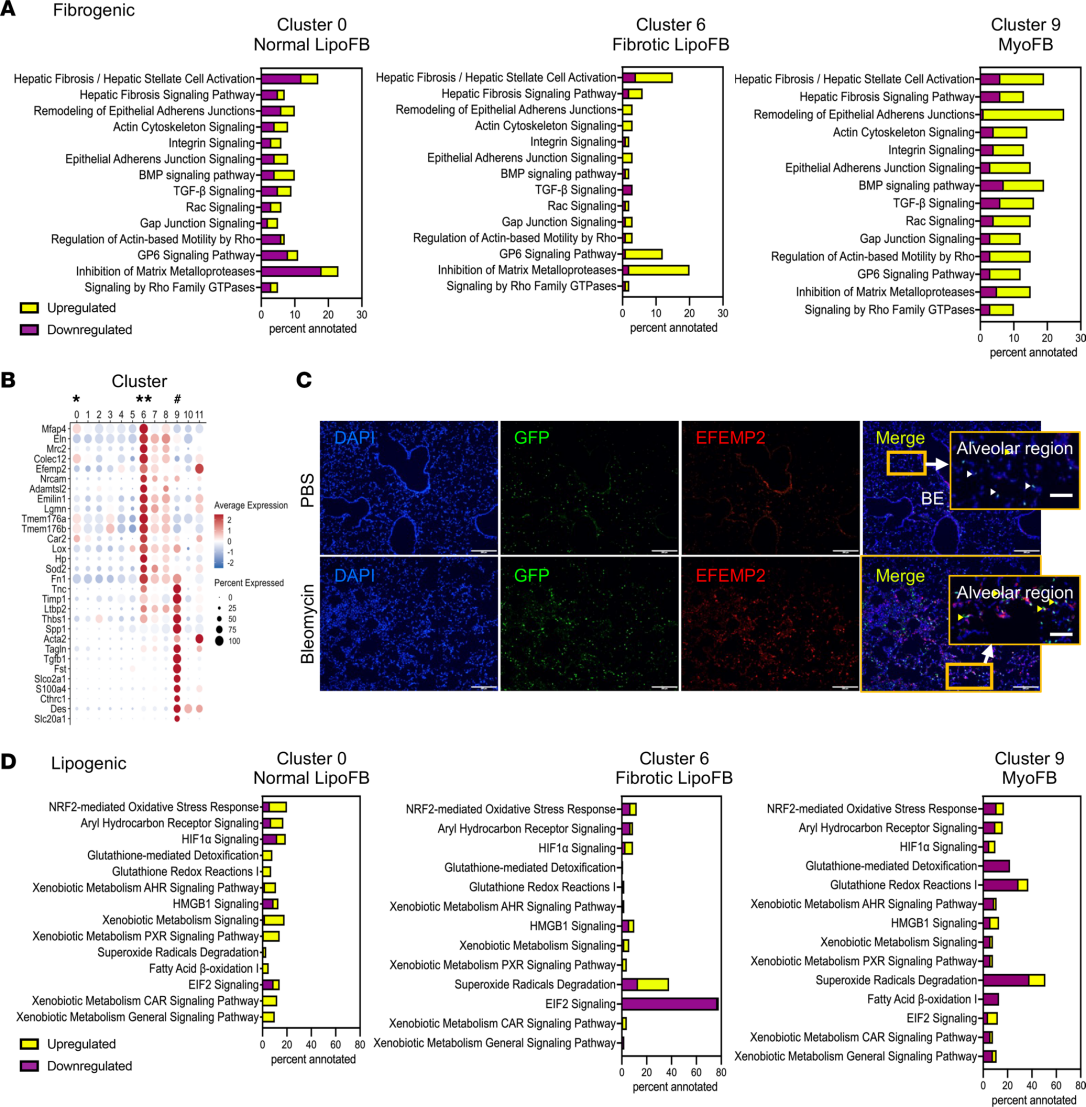
*Pdgfra^+^* LipoFBs acquire a fibrotic phenotype following injury, with attenuation of lipogenic pathways. (**A**) Canonical pathway profiling of fibrogenic pathways between normal LipoFBs (cluster 0), fibrotic LipoFBs (cluster 6), and activated MyoFBs (cluster 9). Yellow indicates upregulated, purple downregulated. (**B**) Dot plot of stress fiber– and ECM-related genes. * = cluster 0, normal LipoFB; ** = cluster 6, injured LipoFB; # = cluster 9, MyoFB. (**C**) Localization of EFEMP2 and GFP in normal and injured lung; insets show alveolar regions. Yellow arrowheads point to regions of colocalization and white arrowheads show GFP with no EFEMP2 coexpression. Scale bars: 200 μm and 50 μm (insets). (**D**) Canonical pathway profiling of lipogenic pathways between normal LipoFBs (cluster 0), fibrotic LipoFBs (cluster 6), and activated MyoFBs (cluster 9).

**Figure 5:**
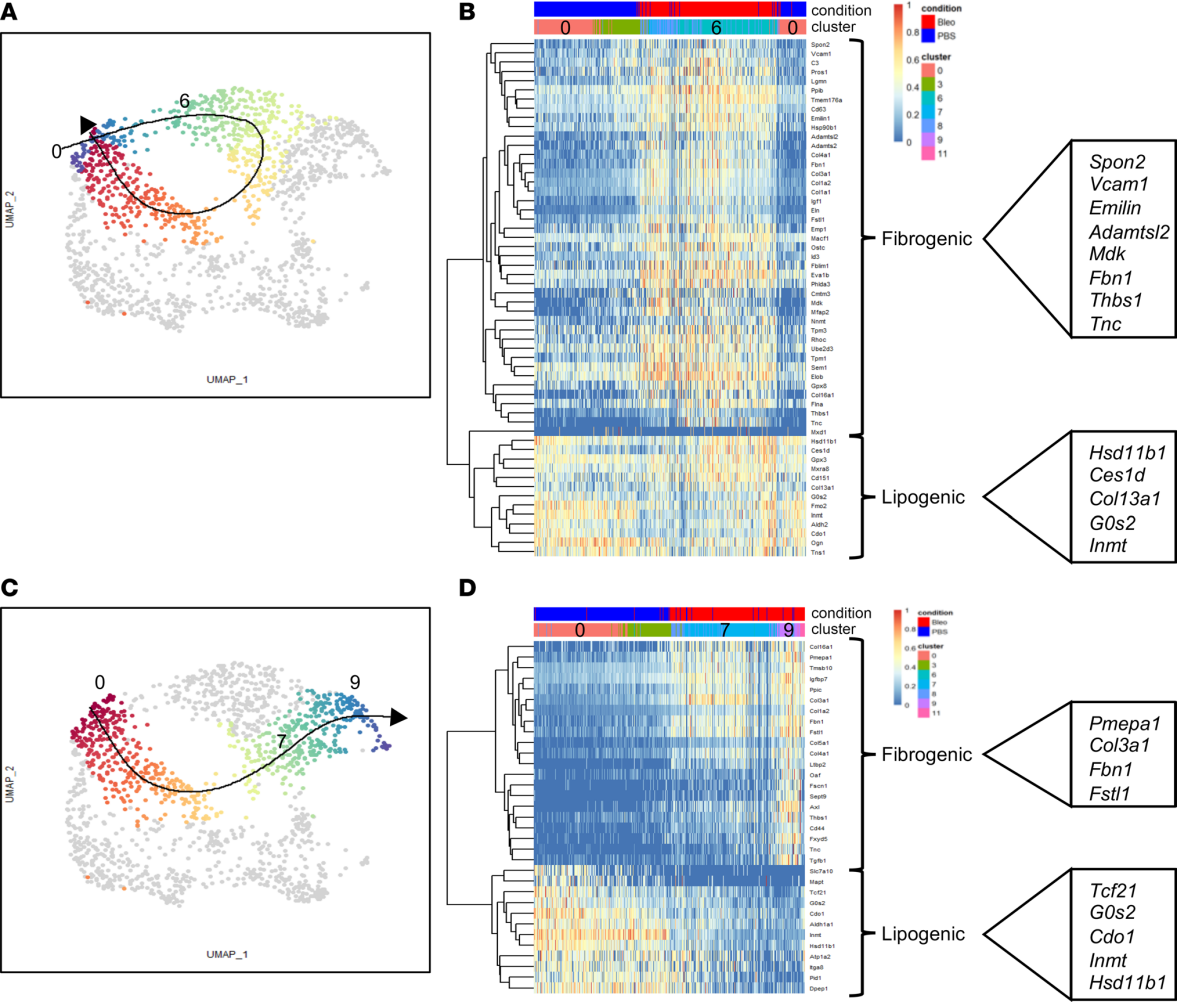
LipoFBs undergo regenerative or pathologic trajectories following bleomycin-induced fibrosis. (**A**) Pseudotime analysis using normal LipoFBs (cluster 0) as the origin, with a loop trajectory through fibrotic LipoFBs (cluster 6) back to normal LipoFBs. (**B**) Heatmap of fibrogenic and lipogenic gene transition in the loop regenerative trajectory. (**C**) Pseudotime analysis using normal LipoFBs (cluster 0) as the origin, with a linear trajectory progression through cluster 7 and terminating at MyoFBs (cluster 9). (**D**) Heatmap of fibrogenic and lipogenic gene transition in the linear pathologic trajectory.

**Figure 6:**
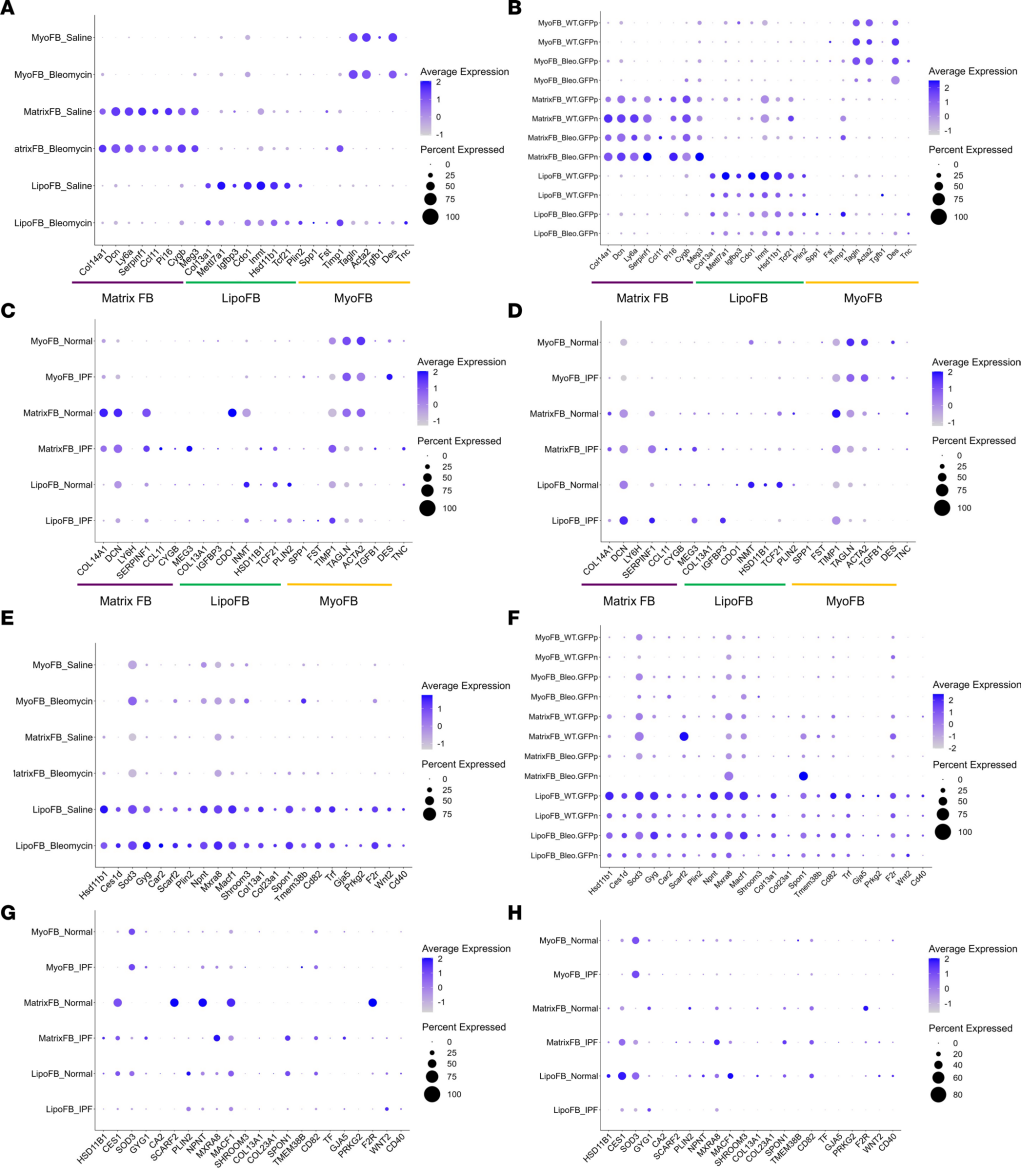
Fibroblast subpopulations in normal and fibrotic lungs of humans and mice revealed by scRNA-Seq analyses. (**A**) Fibroblast populations in 4 bleomycin-induced and 4 saline control lung tissues on day 11 from GEO GSE129605. (**B**) Fibroblast populations on day 14: scRNA-Seq fibrosis and wild-type control data from 2 *Col1a1^GFP^* reporter mice treated with bleomycin (GEO GSE132771). (**C**) Fibroblast populations in human lung tissue: scRNA-Seq data from 8 normal lung transplant donors and 4 IPF patients (GEO GSE122960). (**D**) Fibroblast populations in human scRNA-Seq lung data from 3 normal individuals and 3 IPF patients (GEO GSE132771). For panels **A**–**D**, the dot plots display the expression patterns of fibroblast subtypes using top markers from Figure 1D. (**E**–**H**) The same data sets (**A**–**D**, respectively) queried with the shared LipoFB gene from Figure 3. IPF, idiopathic pulmonary fibrosis; MatrixFB, matrix fibroblast; LipoFB, lipofibroblast; MyoFB, myofibroblast; PMP, proliferating mesenchymal progenitors; ME, mesothelial cell.

**Figure 7:**
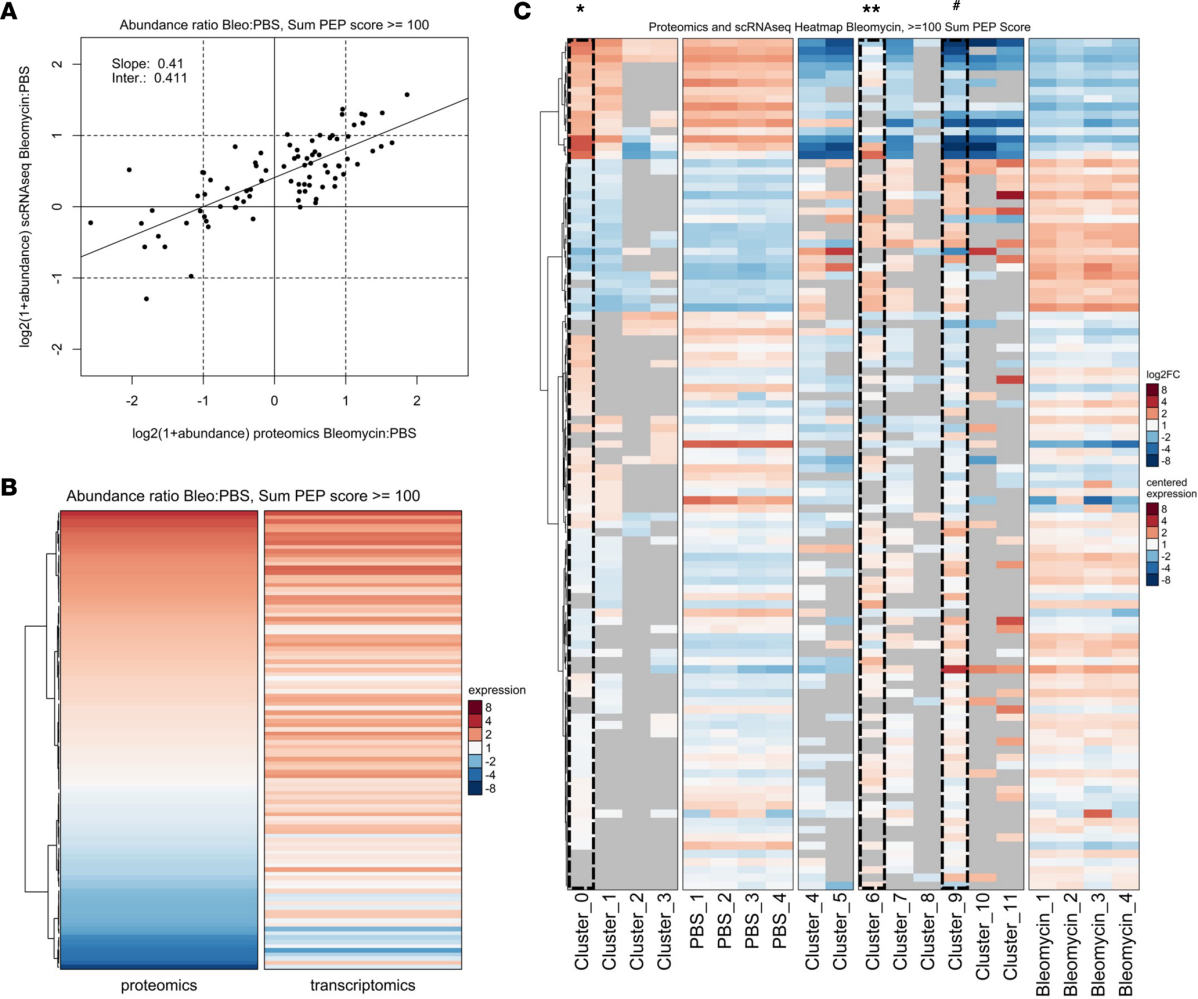
Proteomic and transcriptomic multiomics analyses reveal directional lipogenic and fibrogenic expression patterns in normal and injured *Pdgfra^+^* fibroblasts. High confidence identifications (≥100 sum posterior error probability [PEP] score). (**A**) Scatterplot of log(bleomycin/PBS ratio) of protein vs. RNA data. (**B**) Heatmap of log(bleomycin/PBS ratio) of protein vs. RNA data. (**C**) Heatmap of protein samples (PBS 1–4 and bleomycin 1–4) and RNA clusters (clusters 0–11) from normal and fibrogenic *Pdgfra^+^* fibroblasts. Protein columns are centered log_2_-transformed data. RNA columns are log_2_(fold change) [log2(FC)] data. All columns are labeled with normal fold change values. Columns have been ordered to emphasize correlations. * = cluster 0, normal LipoFB; ** = cluster 6, injured LipoFB; # = cluster 9, MyoFB.

**Figure 8:**
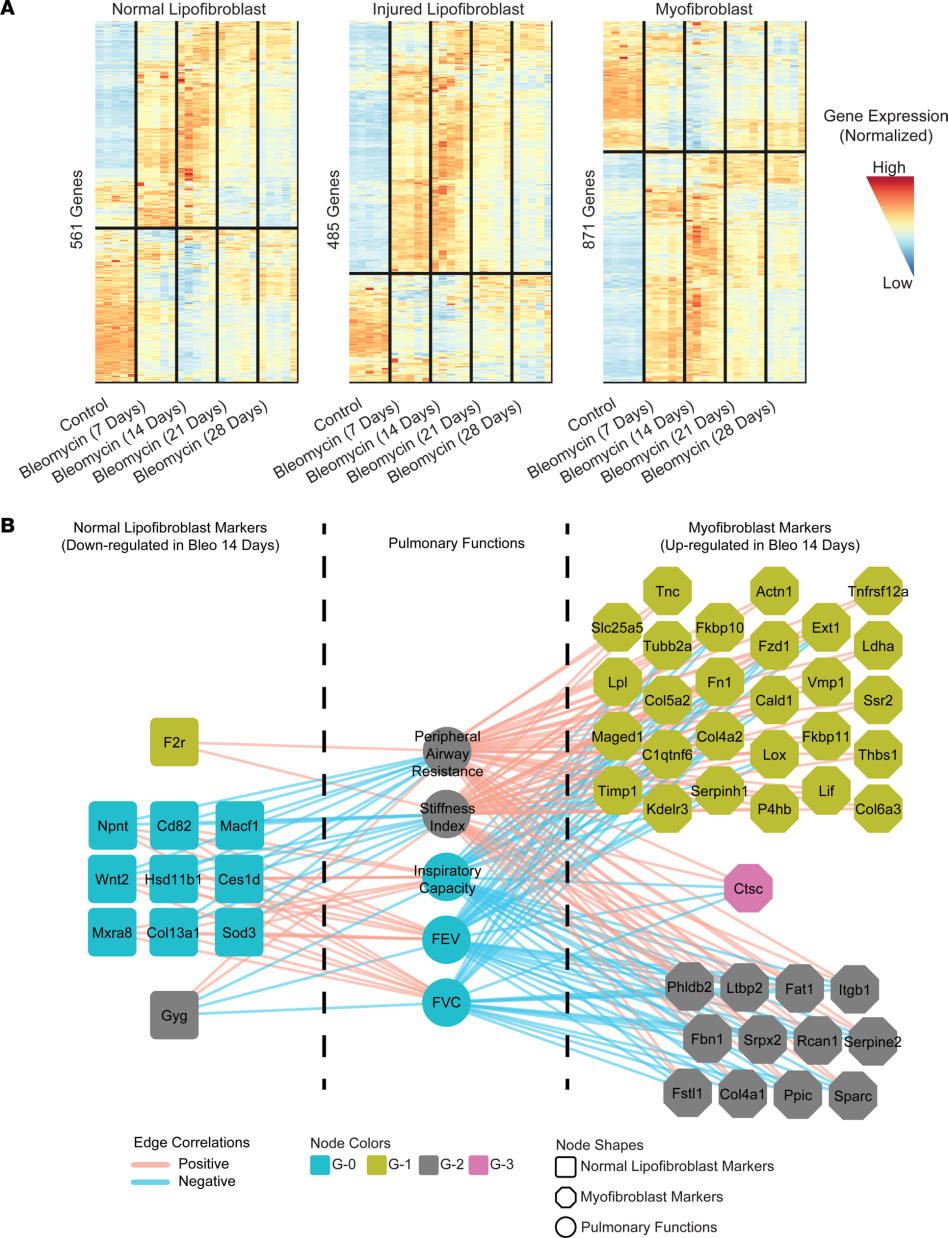
Correlation of normal and fibrogenic fibroblast marker genes with pulmonary fibrosis and disease progression. (**A**) Normalized TPM expression of normal lipofibroblast (cluster 0), injured lipofibroblast (cluster 6), and myofibroblast (cluster 9) markers in bleomycin-induced pulmonary fibrosis bulk lung transcriptomic data from the Mouse Lung Fibrosis Atlas. (**B**) Normal lipofibroblast and myofibroblast marker genes in the gene coexpression network from the Mouse Lung Fibrosis Atlas.

**Figure 9:**
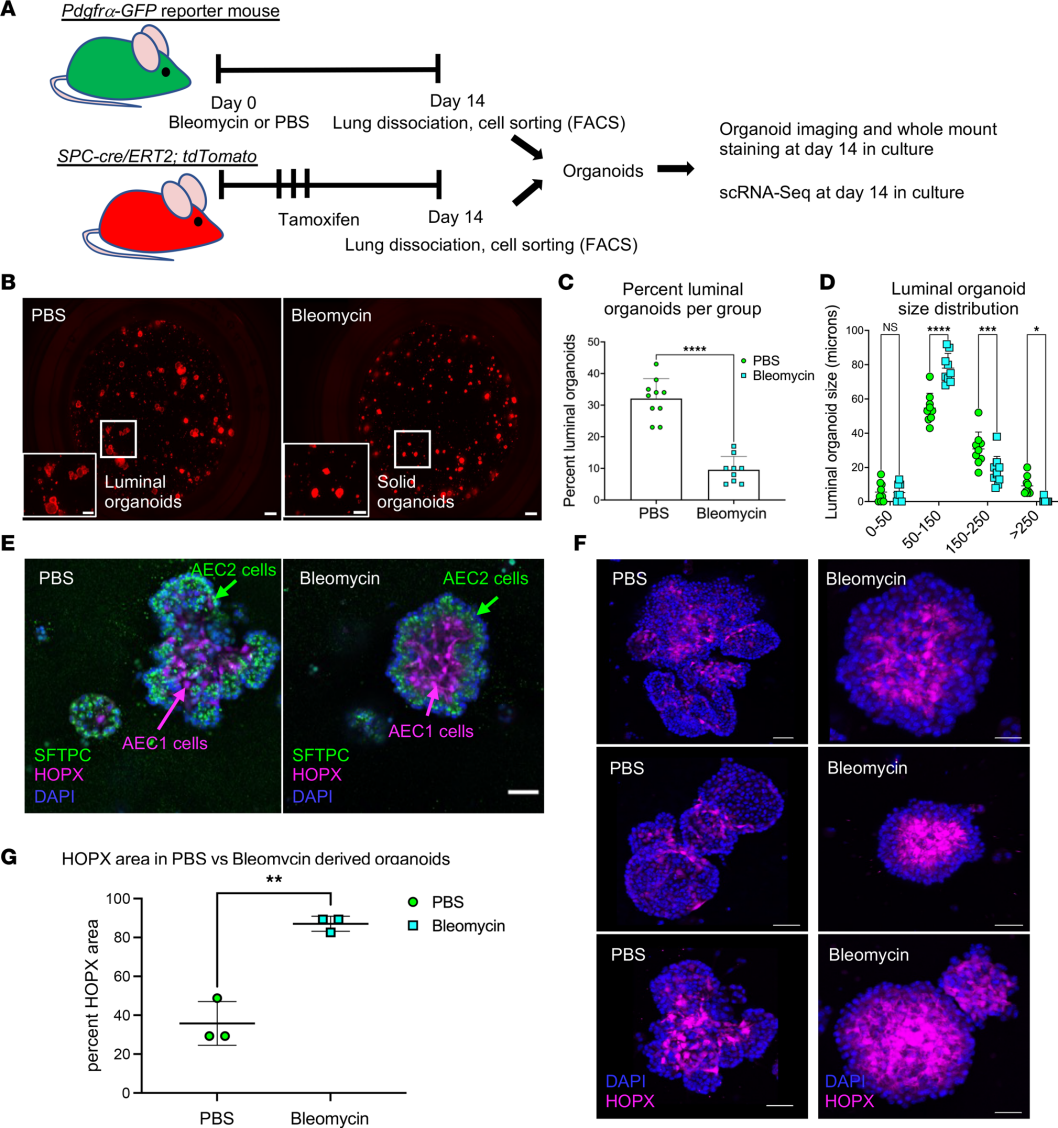
Alveolosphere culture reveals morphological differences in organoids derived from fibrogenic *Pdgfra*^+^ fibroblasts versus normal fibroblasts. (**A**) Diagram of experimental workflow. (**B**) Representative epifluorescence images of alveolospheres on day 14 of culture (PBS on the left and bleomycin on the right). Scale bars: 500 μm. Insets show luminal organoid (PBS) and solid organoid (bleomycin) morphology. Scale bars: 250 μm. (**C**) Measurement of percentage luminal organoids per treatment group. (**D**) Luminal organoid size distribution per treatment group. Organoid morphology and size distribution were measured from a total of 9 individual cultures per treatment. Data shown here are representative of 2 independent experiments. (**E**) Whole-mount staining and confocal imaging showing localization of SFTPC (marks AEC2s) and HOPX (marks AEC1s) in alveolospheres derived from PBS-derived (left panel) and bleomycin-derived (right panel) *Pdgfra*^+^ fibroblasts. Scale bar: 50 μm. (**F**) Representative luminal (PBS) and condensed (bleomycin) organoids stained for HOPX and with DAPI used for determination of percentage HOPX area between cluster morphologies (total of 3 organoids measured per group). Scale bars: 50 μm. (**G**) Percentage HOPX^+^ area between PBS-treated (normal) and bleomycin-treated (fibrogenic) fibroblast–supported alveolospheres. *P < 0.05; **P < 0.001; ****P < 0.0001 by 2-tailed Student’s *t* test (**C** and **G**) or 2-way ANOVA with Šidák’s correction for multiple comparisons (**D**).

**Figure 10:**
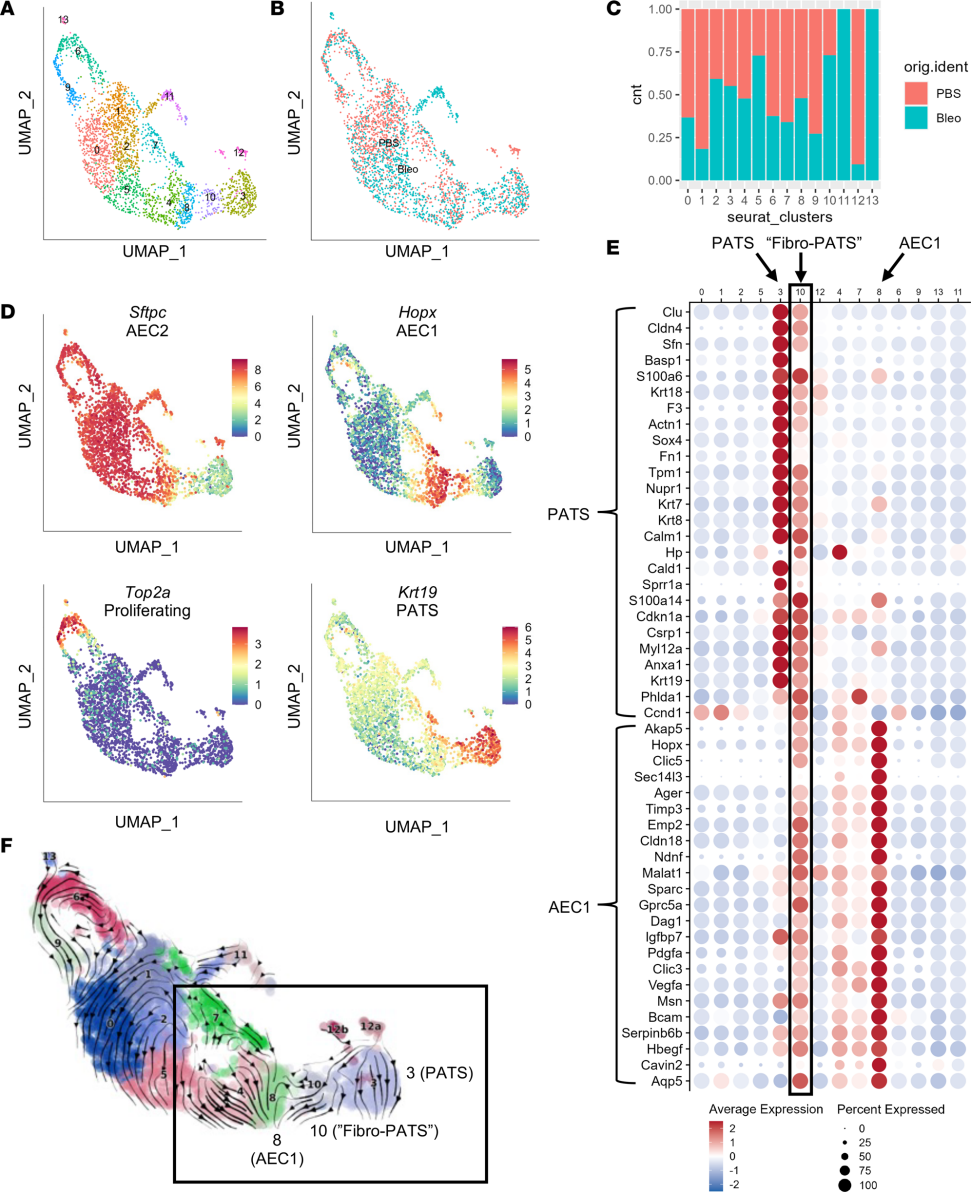
Transcriptomic analysis of epithelial cells in alveolosphere cultures grown from normal and fibrogenic *Pdgfra*^+^ fibroblasts revealed a fibrogenesis-specific AEC2 transitional population. (**A**) UMAP of 12 individual clusters of organoid-derived epithelial cells. (**B**) UMAP showing split distribution between PBS (normal) and bleomycin (fibrogenic) cultures. (**C**) Cell proportions between treatment groups. (**D**) Scatter plots showing cluster localization of AEC2 (*Sftpc*), AEC1 (*Hop*x), proliferating alveolar epithelial cells (*Top2a*), and PATS (pre-alveolar type 1 transitional state; *Krt19*). (**E**) Dot plot of PATS and AEC1 marker genes. Open box highlights bleomycin-specific cluster 10 with shared PATS and AEC2 markers (“Fibro-PATS”). (**F**) RNA velocity plot: open box highlights clusters 8 (AEC1), 10 (Fibro-PATS), and 3 (PATS).

**Figure 11:**
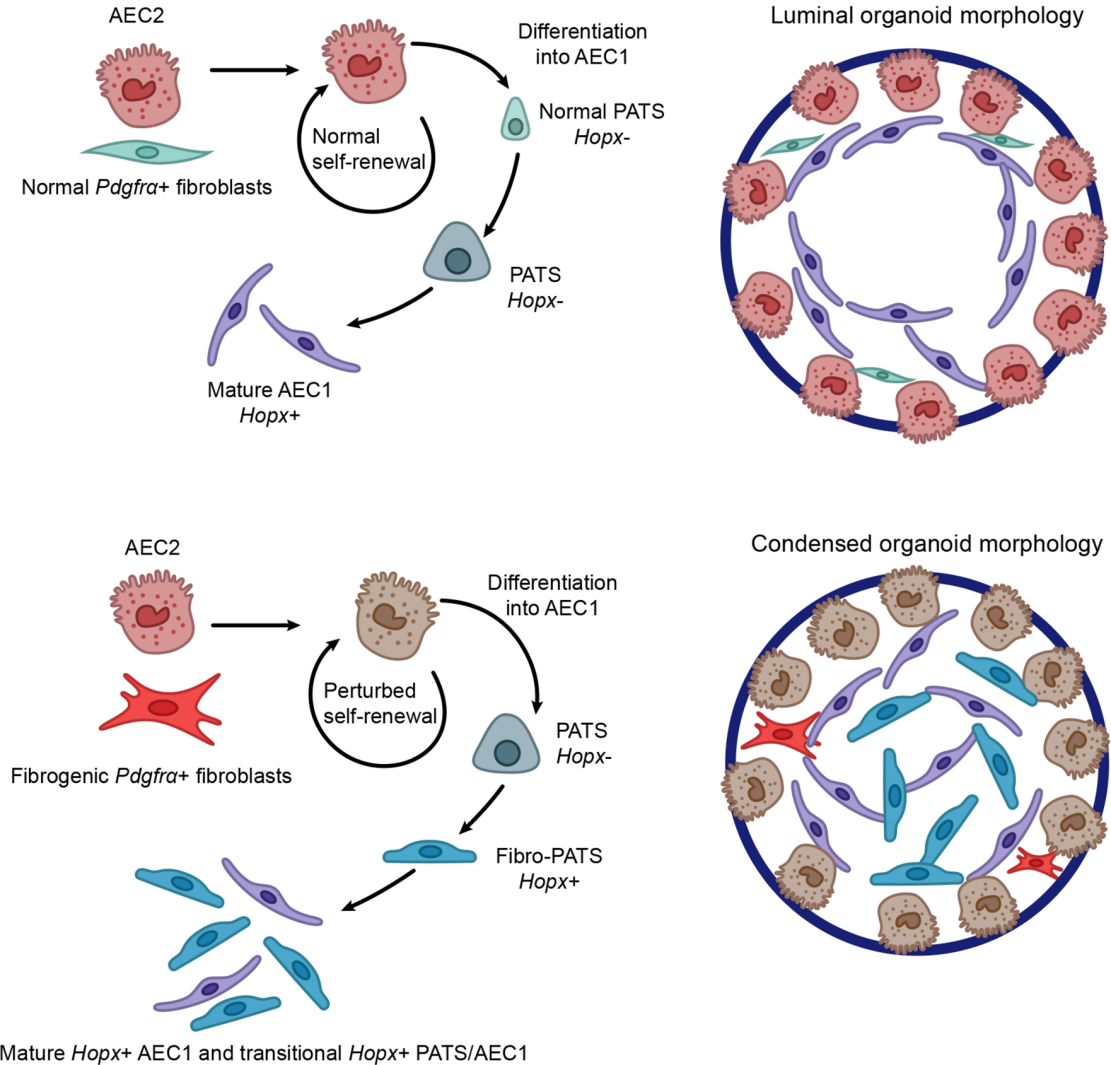
Graphical illustration of the effect of normal and fibrogenic *Pdgfra*^+^ fibroblasts on AEC2 self-renewal and differentiation. Top: AEC2s combined with control *Pdgfra*^+^ fibroblasts result in normal AEC2 self-renewal and AEC1 differentiation. Normal PATS (*Hopx*^–^) are positioned early in the PATS transitional pathway, and luminal organoids develop. Bottom: AEC2s combined with fibrogenic *Pdgfra*^+^ fibroblasts undergo perturbed self-renewal. Fibro-PATS occur in later stages of the transitional PATS pathway, resulting in a combination of mature AEC1 (*Hopx*^+^) and hybrid PATS-AEC1 (*Hopx*^+^) that form in the densely compacted organoid interior.

**Table 1:**
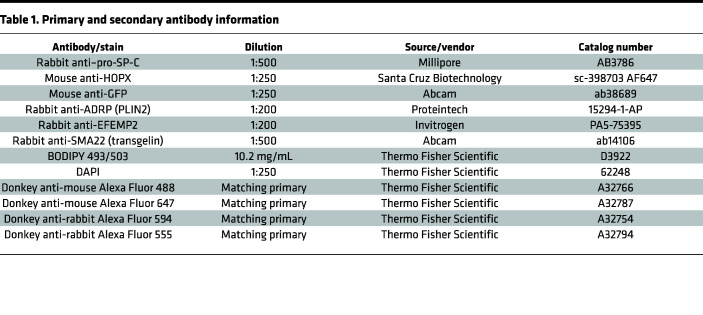
Primary and secondary antibody information

How the deposited data were processed for this re-analysis (not part of the article)

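Gene expression was measured by droplet single-cell RNA sequencing in 6 libraries, 1 per condition. They were GFP+ lung cells after a single dose of PBS or bleomycin, GFP+ lung cells after 3 weekly doses of either, and organoids of AEC2s with normal or fibrogenic FBs. Each library pooled cells of 3 mice. The authors aligned and counted the reads with Cell Ranger and deposited UMI counts per gene and barcode, without normalization, for every barcode called as a cell. For the single-dose libraries the paper names the GRCm38 genome and Gencode M17. These tables have 30830 (PBS) and 30828 (bleomycin) gene rows, and the other tables have 32285. The paper's supporting values gave counts of colonies per well and percent areas of HOPX staining per image, as the authors measured them, and these were used for the organoid images alone.

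Counts were read with Python 3.11.15, scanpy 1.11.5 and anndata 0.12.19. Genes present in both libraries of an experiment were kept. For clustering, counts were scaled to equal totals per barcode and log transformed, and the 2000 most variable genes were reduced to 30 principal components with scikit-learn 1.9.0. Each barcode was joined to its 20 nearest neighbours and clustered by the Leiden algorithm in igraph 0.11.9 at a resolution of 1, without batch correction. Mitochondrial genes and all listed genes were left out of this step, so that a listed gene was not used to form the clusters in which it is reported. Barcodes more than 3 scaled median absolute deviations above their cluster in mitochondrial or erythrocyte counts were removed, where the paper's methods name a mean absolute deviation, and clusters above 25% mitochondrial or 0.5% erythrocyte counts were removed. A cluster was given to another cell type when at least 3 of that type's markers reached 20% of the highest cluster's level (10% for epithelial markers in organoids) in at least 20% of its cells. Otherwise a lung cluster counted as FBs when at least 3 FB markers reached 5% of the highest level, and organoid FBs needed 20%. A cluster was named for a population when at least 3 and at least 50% of its markers were raised by a log2 ratio of 1 in at least 20% of the cells, except that clusters with few UMIs also needed a marker among their leading genes. The limits for cell types and for few UMIs are not part of the design fixed before the files were opened. Cells of the type studied were then clustered again. Summed UMIs per group were expressed as CPM and compared as log2 ratios after adding 1 CPM, with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

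Depth ranged from 7201081 UMIs in the single-dose PBS library to 238618743 UMIs in the fibrogenic organoid library. Exact 95% Poisson and Clopper-Pearson intervals and 1000 Poisson resamples of a list's counts give the counting error only. With 1 library per condition the error between mice is unknown, and no p-value was computed between conditions. Each list's median was placed among 10000 random lists matched by level.

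Genes named in the text were those the paper names for the experiment, the highest and lowest of each list, the 5 highest and 5 lowest log2 ratios among genes on no list (in the FBs, with the same sign in both experiments), and control genes for sex, free RNA and Pdgfra. The lists were the LipoFB markers, the shared signature, the matrix genes of injured LipoFBs, the AP-1 and stress genes, wound response genes, transitional genes, AEC1 genes and PATS genes from the paper, and xenobiotic and p53 target genes chosen without the paper. Marker genes of each population named the clusters. Of the sex genes, Xist had 2 UMIs and Ddx3y 764 UMIs in the single-dose bleomycin FBs, and 0 and 403 UMIs in the PBS FBs. Hbb-bs had 0 UMIs in both.

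The alternatives were clustering resolutions of 2 and 0.5 (the latter set beforehand only for the share of clusters mostly of 1 library, and also used for the numbers of clusters), listed genes kept in the clustering, no filter on cells, Scrublet doublets removed, log2 ratios centred on the median gene, listed genes with at least 50 UMIs, all FBs in place of the remaining FBs, no proliferating cluster, and genes with at least 500 UMIs for the correlation. Values of images and wells were compared by exact permutation tests with each image or well left out in turn. The procedure was tested on simulated data of 15000 genes in 800 cells per library, with 200 genes changed by 1 on the log2 scale. The median of a list of 20 raised genes was 0.97 and of 20 lowered genes −0.88, and 95.6% of the counting intervals held the true level. Of 200 lists without change, 5.0% fell outside the central 95% of random lists. Within each library, the clusters matched the simulated types with a mean adjusted Rand index of 1, so clusters split by library were not checked. The simulated counts were Poisson draws, as the intervals assume, without free RNA, doublets or barcodes with few UMIs.

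Pathway scores, pseudotime, RNA velocity and protein values were not analysed here. Overlaps with the paper's cluster marker tables were not computed.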

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

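The tests of Scgb1a1 and the comparison of eGFP with epithelial cells were chosen only after the results were seen.

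Scgb1a1, a gene of airway epithelial cells, moved in opposite directions in the FBs of the experiments, with a log2 ratio of bleomycin over PBS of −5.30 after a single dose and 1.10 after repetitive doses. The difference between the experiments was not tested. It was the only gene of 9307 compared whose log2 ratios were 1 or more in size and opposite in sign. The values argue for free RNA of airway cells as a candidate source, since the ratio in pooled B, T, endothelial and myeloid cells was −5.35 after a single dose and 1.88 after repetitive doses. In the PBS library of the single dose, Scgb1a1 stood at 693.5 CPM in remaining FBs and 777.1 CPM in those other cells. In the single-dose epithelial barcodes, Scgb1a1 stood at 289500 CPM in PBS (9 barcodes) and 143.8 CPM in bleomycin (5 barcodes). These are few barcodes of 1 library each. Why the libraries held different amounts of this RNA stays open, and an effect of bleomycin on airway cells was not tested.

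In the fibroblasts of the organoid libraries, which the paper does not analyse, the 16 xenobiotic and oxidative stress genes were higher in the fibrogenic than in the normal library, with a median log2 ratio of 0.15 [0.13 to 0.17] at percentile 99.9 of random lists. The 2102 normal FBs had a median of 49885 UMIs and the 4914 fibrogenic FBs 3890. Barcodes with few UMIs are unlikely to be the whole cause, because with at least 10000 UMIs per barcode the median was 0.16, and the signature, the list with the largest median (−0.38), stood at −0.43. The library of the cultures and the origin of the FBs are confounded, so a difference between cultures or libraries stays open beside the treatment of the donor mice.

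The PBS table of the single-dose experiment has rows for eGFP and tdTomato that the bleomycin table lacks. An eGFP UMI was counted in 902 of the 1060 barcodes, and no tdTomato UMI in any. The paper reports GFP from the sorting and not from these counts. The eGFP level was 759.4 CPM in FBs, and in pooled B, T, endothelial and myeloid cells it was 39.3% of that. Free RNA is an unlikely source for the FBs, since the 9 epithelial cells, with a median of 14285 UMIs, held 4 eGFP UMIs, or 22.5 CPM. In the endothelial clusters Pdgfra stood at 345.1 CPM, so the eGFP of other cell types may come from FBs caught in the same droplets or from the sort, which was not tested.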

How the results depend on the processing

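Alternatives with few UMIs left out, with the highest Scrublet scores removed, or with a resolution of 0.5 for results other than the clusters mostly of 1 library, were chosen after seeing the data, and the others before the data were examined. The values of images and wells are an exception, since they stand in the paper's supporting file and had been seen before their test was chosen. Over 25 results and all alternatives, 173 values stayed within the interval of the result or on the same side of the test, 67 moved outside it with the same direction, and 2 changed sign. The intervals hold counting error alone and are narrow, so a small shift counts as moved. No paired analysis was possible because each condition had 1 library of pooled mice. For the changes below the cause was not tested, except where the construction of an alternative gives it.

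The AEC1-like share of epithelial barcodes, fibrogenic minus normal, was −2.55 points and became 0.02 (0.023) with no filter on cells and 0.87 with few-UMI barcodes left out. The direction of this share therefore depends on which barcodes are kept.

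With all FBs, which adds the other FB populations, the single-dose medians were −1.83 for LipoFB markers, −0.48 for the signature, 1.04 for matrix genes, −1.45 for AP-1 genes and −0.87 for xenobiotic genes. The repetitive medians were −1.40 for LipoFB markers, −0.39 for the signature, 0.88 for matrix genes and −1.16 for AP-1 genes. The correlation was 0.80 (0.7995).

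Centring on the median gene, which subtracts 0.06, 0.09 and 0.04 in the single-dose, repetitive and organoid experiments, gave single-dose medians of −1.59 (LipoFB, −1.5915), −0.28 (signature) and −1.59 (AP-1, −1.5922). The repetitive medians became −1.31 (LipoFB), −0.26 (signature), 0.95 (matrix), −1.04 (AP-1) and −0.56 (xenobiotic). In organoids the AEC1 genes stood at 0.23, the PATS genes at 0.48, Hopx at 0.25 and Sftpc at −0.20.

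At a resolution of 2, the single-dose medians were −1.47 (LipoFB), −0.16 (signature) and 1.33 (matrix), and the repetitive ones −0.20 (signature), −0.98 (AP-1) and −1.47 (signature in MyoFB-like cells). Sftpc was −0.15 (−0.1528) and the correlation 0.80 (0.8012). At a resolution of 0.5, the single-dose LipoFB median was −1.47 (−1.4665), and the repetitive medians were −1.31 (LipoFB, −1.3079), −0.28 (signature, −0.2845), 0.99 (matrix), −1.05 (AP-1) and −1.44 (signature in MyoFB-like cells). Sftpc was −0.15 (−0.1530) and the correlation 0.78. With listed genes kept in the clustering, the single-dose medians were −1.44 (LipoFB), −0.16 (signature, −0.1574) and 1.35 (matrix), the repetitive signature in MyoFB-like cells −0.91, Sftpc −0.16 (−0.1627) and the correlation 0.79 (0.7949).

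Without the filter on cells, the repetitive medians were −1.26 (LipoFB), −0.23 (signature), −1.01 (AP-1) and −1.28 (signature in MyoFB-like cells), Sftpc was −0.15 (−0.1500) and the correlation 0.80 (0.7971). With Scrublet doublets removed, the single-dose LipoFB median was −1.47 (−1.4723) and the correlation 0.80 (0.8007). With the highest Scrublet scores removed, the repetitive signature in MyoFB-like cells was −1.26 (−1.2628). With genes of 500 or more UMIs the correlation was 0.86.

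With few-UMI barcodes left out, the repetitive medians were −1.18 (LipoFB), −0.14 (signature), −0.85 (AP-1) and −0.66 (signature in MyoFB-like cells), and the correlation was 0.80 (0.7967). In organoids the share of clusters mostly of 1 library fell from 45.5% to 0%, the AEC1 genes stood at 0.28, Sftpc at −0.14 and the PATS-like share at 7.33 points, against 1.04 points before. Without the proliferating cluster the AEC1 genes stood at 0.24, the PATS genes at 0.50, Hopx at 0.24 and Sftpc at −0.16 (−0.1580).

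The directions of the FB lists held under each alternative run. With each image left out in turn, the HOPX difference ran from 15.0 to 35.3 points (exact permutation p from 0.0619 to 0.4). With each well left out, the luminal difference ran from −24.3 to −22.1 points. Depth limits genes with few counts most in the single-dose PBS library, with 7201081 UMIs in total. UMIs per barcode limit the naming of barcodes, and 43.7% of repetitive bleomycin and 33.5% of fibrogenic organoid barcodes held fewer than 2000.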

Differences from the paper's values

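The paper states that approximately 1800 live cells were loaded, without saying whether this was for each library, and the deposited tables hold 1060 PBS and 1015 bleomycin barcodes. Cells loaded and barcodes called as cells are not the same quantity, and the alternatives do not change a count of barcodes. The numbers of clusters, 9, 21 and 11 against the paper's 11, 25 and 14, were within a factor of 1.5 at a resolution of 1. At a resolution of 0.5 they were 6, 14 and 8 and beyond that factor, as were the 24 organoid clusters at a resolution of 2. The legend of Fig. 10 gives 12 organoid clusters in place of 14, and against 12 the 8 clusters were within the factor and the 24 beyond it.

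The paper describes a separate cluster of proliferating progenitors after a single dose, and here those genes were raised in the MyoFB-like cluster F. It presents wound response genes as specific to injured LipoFBs, and between clusters C and D 4 of 8 were higher and 4 lower, with a median log2 ratio of 0.05. For the organoids, the paper places PATS genes with AEC1 genes in a cluster mostly from fibrogenic cultures. It also describes a PATS population that both conditions share. Here the PATS-like cluster D drew 52.4% of its barcodes from the fibrogenic library at equal weight, which is nearer to the shared population. Cluster K, mostly fibrogenic, had raised PATS markers but few UMIs, so a separate fibrogenic cluster was neither shown nor ruled out. The paper calls the HOPX area significantly higher with fibrogenic FBs, and over all images in the supporting values the exact permutation p was 0.201. The legend of Fig. 9 gives 3 organoids per group, while 6 and 5 images are listed, so the unit of this p is the image and not the organoid.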

Other observations

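The test of the cluster with few UMIs was chosen only after the result was seen, as was the use of Pdgfra in endothelial clusters. The tests of images and wells were chosen with their values already seen.

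Values of organoid images and wells come from the paper's supporting values, and images or wells were compared, not mice. The legend of Fig. 9 gives 3 organoids measured per group, so several of the HOPX images listed may show the same organoid, and their p of 0.201 rests on taking each image as a unit. The HOPX-positive area was 41.4% ± 20.0 (SD, n = 6 images) with normal and 64.5% ± 35.6 (SD, n = 5) with fibrogenic FBs, a difference of 23.2 points within the spread of the images (two-sided exact permutation test, p = 0.201). Luminal colonies were 32.6% ± 6.21 (SD, n = 10 wells) of colonies with normal and 9.41% ± 4.26 (SD, n = 9) with fibrogenic FBs, with p = 1.08e-05 by the same exact permutation test, the smallest that 92378 splits allow. Colonies per well were 131.8 and 182.8 on average (exact permutation p = 0.0683). One PBS well with 48 luminal of 138 colonies is listed at 29%, against 34.8% recomputed.

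AP-1 and stress genes were lower in bleomycin than in PBS FBs in both experiments. If stress during dissociation acted on all cells of a PBS library, other cell types would show it too. After a single dose the medians were −1.07 in endothelial, −1.96 in T and −1.11 in myeloid cells, and the middle value of −1.11 goes with this explanation. After repetitive doses they were −0.44, 0.06 and −0.57, so that T cells stood apart and the middle value of −0.44 leaves it open. There the genes were raised in part of the FBs of both libraries, by medians of 2.43 and 2.90 over the LipoFB-like cluster B in the PBS clusters C and I and by 2.21 in the bleomycin cluster L, while the bleomycin clusters F and E were near cluster B (−0.05 and 0.04). Stress that acted on part of the cells was not tested. Other cells hold FB RNA, and a response of all cell types to bleomycin would look the same, so handling and treatment cannot be told apart in either experiment.

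The log2 ratios of FBs correlated between the experiments, and a shift shared by all cell types could give part of this. Single-dose FB ratios had a correlation of 0.49 with repetitive endothelial ratios, against 0.73 with as many repetitive FBs. The explanations cannot be told apart, because endothelial clusters held Pdgfra at 59.3% (PBS) and 55.2% (bleomycin) of the FB level and so carry FB RNA. This limit on the endothelial comparison was set after its result was seen.

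PATS and p53 target genes were higher in the fibrogenic organoid library. Free RNA of FBs is an unlikely cause, since the list genes with a lower level in organoid FBs than in epithelial cells had medians of 0.57 (PATS, 12 genes) and 0.55 (p53, 5 genes). Outside the PATS-like cluster and the clusters with few UMIs the medians were 0.20 and 0.19, against 0.52 and 0.45 over all epithelial barcodes. This is consistent with a larger share of PATS-like cells for most of the difference. The share of cluster D differed by 1.04 points over all barcodes and by 7.33 points (18.6% against 11.3%) with few-UMI barcodes left out, an alternative chosen after seeing the data. The part that remained outside those clusters stays open.

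Cluster K of the organoids had few UMIs and raised PATS marker genes. It held some FB RNA, with Col1a1 at 107.4 CPM, against 56.7 CPM in cluster D and 3083 CPM in the organoid FBs. RNA of FBs is an unlikely source of the PATS markers, because the median level of the 6 markers in organoid FBs was 0.514% of that in cluster K. Krt19, for example, stood at 13.4 CPM in the FBs and 1656 CPM in cluster K. PATS-like cells that were damaged or captured poorly were not tested and stay open.

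In the FBs of the organoid libraries, fibrogenic over normal, the median log2 ratios were −0.20 for LipoFB markers, −0.19 for matrix genes, −0.02 for AP-1 genes and −0.23 for MyoFB markers. The paper does not analyse these cells.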
